# Dynamics of cellular states of fibro-adipogenic progenitors during myogenesis and muscular dystrophy

**DOI:** 10.1038/s41467-018-06068-6

**Published:** 2018-09-10

**Authors:** Barbora Malecova, Sole Gatto, Usue Etxaniz, Magda Passafaro, Amy Cortez, Chiara Nicoletti, Lorenzo Giordani, Alessio Torcinaro, Marco De Bardi, Silvio Bicciato, Francesca De Santa, Luca Madaro, Pier Lorenzo Puri

## Abstract

Fibro-adipogenic progenitors (FAPs) are currently defined by their anatomical position, expression of non-specific membrane-associated proteins, and ability to adopt multiple lineages in vitro. Gene expression analysis at single-cell level reveals that FAPs undergo dynamic transitions through a spectrum of cell states that can be identified by differential expression levels of Tie2 and Vcam1. Different patterns of Vcam1-negative Tie2^high^ or Tie2^low^ and Tie2^low^/Vcam1-expressing FAPs are detected during neonatal myogenesis, response to acute injury and Duchenne Muscular Dystrophy (DMD). RNA sequencing analysis identified cell state-specific transcriptional profiles that predict functional interactions with satellite and inflammatory cells. In particular, Vcam1-expressing FAPs, which exhibit a pro-fibrotic expression profile, are transiently activated by acute injury in concomitance with the inflammatory response. Aberrant persistence of Vcam1-expressing FAPs is detected in DMD muscles or upon macrophage depletion, and is associated with muscle fibrosis, thereby revealing how disruption of inflammation-regulated FAPs dynamics leads to a pathogenic outcome.

## Abstract (web summary)

Fibro-adipogenic progenitors (FAPs) resident in skeletal muscle are involved in both regeneration and maladaptive processes. Here, the authors identify subpopulations of FAPs with biological activities implicated in physiological muscle repair that are altered in pathological conditions such as muscular dystrophies.

## Introduction

While skeletal muscle stem cells (also referred to as satellite cells—SCs^1^) are unanimously recognized as the direct cellular effectors of muscle regeneration^2,3^, other cell types are emerging as critical regulators of SCs^4–8^. These cells include components of the inflammatory infiltrate (e.g., macrophages, eosinophils, and neutrophils)^9,10^ and other resident cell types, such as mesenchymal cells endowed with a variable degree of multipotency within the mesoderm-derived lineages^4,11–15^. Among them, muscle interstitial fibro-adipogenic progenitors (FAPs) have been proposed to convert environmental perturbations into cues that coordinate SC activity upon acute injury^16^, indicating that these cells provide a highly dynamic functional niche for SCs. Indeed, reciprocal and functional interplay between SC niche components regulates proper execution of essential events during muscle regeneration, such as SC transition from quiescence to activation and eventually differentiation into myofibers. Recent studies have revealed the importance of the timely appearance and clearance of FAPs, in order to restrict their activity within a specific timeframe during the regeneration process^17^. An abnormal persistence of FAPs has been observed in pathological conditions of chronic muscle damage (i.e., muscular dystrophies) associated with persistent inflammation, formation of fibrotic scars, fat deposition, and impaired muscle regeneration^18^. Because of their intrinsic ability to differentiate into fibrotic cells and adipocytes^4,11^, FAPs are considered as potential effectors of these maladaptive processes^15^. Moreover, FAPs can also adopt alternative lineages, such as the osteogenic phenotype in response to BMP that appears to mediate muscle heterotopic ossification^19,20^. Overall, FAP's ability to adopt multiple lineages and perform different activities is indicative of their phenotypic and functional heterogeneity in response to environmental signals. Thus, the identification of discrete subpopulations of FAPs and their relative contribution to muscle growth and regeneration in response to physiological or pathological signals is an urgent issue in regenerative medicine.

Here we report the identification of FAP subpopulations, based on Tie2 and Vcam1 expression, that reflect a continuum of cell states in dynamic transition during post-natal myogenesis, muscle repair and disease—the mdx mouse model of Duchenne Muscular Dystrophy (DMD).

## Results

### FAP heterogeneity identified by single cell analysis

To address the FAP heterogeneity, we have performed gene expression profiling of FAPs at the single cell level using the Fluidigm 96.96 Dynamic Arrays qPCR platform. We compared the profile of FAPs of young (3 months old) wild-type mice, either unperturbed (WT) or at 3 days post notexin-mediated intramuscular injury (WT-inj 3d), the time point at which a substantial increase in FAPs was reported^4,17^. FAPs from 3-month-old dystrophic mice (MDX), the murine model of DMD, provide an experimental setting for chronic muscle injury (Fig. 1a). FAPs were isolated by fluorescence-activated cell sorting (FACS) from hindlimb muscles based on expression of established cell surface markers, as negative for Ter119, CD45, CD31, and α7 integrin and positive for CD34 and Sca-1^4,5,19-21^ (Fig. 1a). A total of 87 genes selected for the analysis (Supplementary Table 1) were previously shown to be functionally relevant in FAP biology or have been associated with muscle-derived mesenchymal cells that might phenotypically or functionally overlap with FAPs^4,5,11,13,15–19,22–25^.

**Fig. 1:**
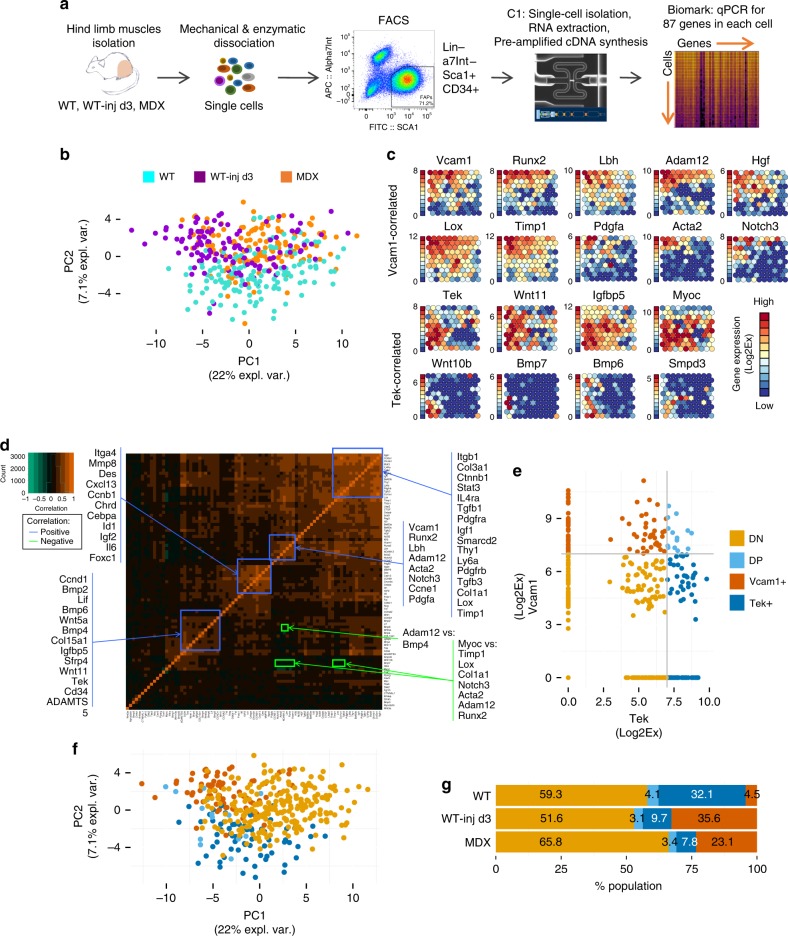
Heterogeneous FAPs population consists of distinct subpopulations of cells. **a** Experimental workflow for single cell gene expression analysis. Hindlimb muscles of C57Bl/10 mice were isolated, minced, and enzymatically digested. FAPs were isolated by FACS and loaded on the C1 System (Fluidigm) to extract RNA, reverse transcribe RNA to cDNA and pre-amplify cDNA from each single cell. Real-time qPCR analysis of single cell-derived cDNA was performed on the Biomark platform (Fluidigm) for 87 genes. **b** Principal component analysis (PCA) of single cell gene expression values of FAPs isolated from WT, WT notexin-injured day 3 (WT-inj d3) and dystrophic MDX mice. **c** Self organizing maps (SOM) representation of gene expression in clusters of single FAP cells. Each circle is a cluster of single cells and the fill color represents the level of expression for each gene shown. The expression scale is shown on the left for each gene individually. Expression is measured as Log_2_Ex (Log_2_Ex = Ct_(LOD)_-Ct_(gene)_) with LOD = 24 (limit of detection) and Ct = cycle threshold. **d** Correlation matrix of single cell gene expression across all cells. Orange color marks high positive correlation, green color marks high negative correlation. Groups of genes outlined in blue are positively correlated, while the genes outlined in green are negatively correlated. **e** Expression scatterplot of *Tek* and *Vcam1* gene expression. Cutoff is set at 7 Log_2_Ex for both genes based on the SOM graph (**c**). Tek and Vcam1 expression levels define the predicted subpopulations, marked as Tek(Tie2)+/Vcam− (Tek+) in dark blue, Vcam1+/Tek(Tie2)− (Vcam1+) in brown, double positive (DP) in light blue and double negative (DN) in gold. **f** The same PCA as in Fig. 1a but with cells color coded based on the FAPs subpopulations predicted in Fig. 1e. **g** Distribution of subpopulations in each experimental condition (*n* = 2)

Principal component analysis (PCA) of the FAP single cell gene expression data revealed a tendency toward clustering among cells from the same experimental condition (Fig. 1b and Supplementary Fig. 1a). Interestingly, PC2 (principal component 2) could distinguish FAPs derived from regenerating muscles within the context of either acute (WT-inj 3d) or chronic (MDX) injury from FAPs isolated from unperturbed muscles (WT) (Fig. 1b). PC1 appears, instead, to discriminate FAPs from acute and chronic injury (Fig. 1b). We sought to resolve FAP heterogeneity by clustering and plotting the single cell gene expression data using the self-organizing maps (SOM) algorithm. The topological maps (Fig. 1c) are illustrating the average expression level of each gene for each node of the map. The nodes represent clusters of single FAPs with highly similar gene expression profiles, with the number of cells in each node visualized in Supplementary Fig. 1b. The SOM analysis revealed a distinct set of genes correlated within the same cell and showing the highest loadings in PC2 (Fig. 1c, d and Supplementary Fig. 1a), marking putative subpopulations of FAPs. For example, *Vcam1* expression shows a pattern similar to *Runx2, Lbh, Adam12, Hgf, Lox, Timp1, Pdgfa, Acta2*, and *Notch3*, while high *Tek* gene expression is associated with cells that express elevated levels of *Wnt11, Igfbp5, Myoc*, *Wnt10b, Smpd3, Bmp6*, and *Bmp7* genes (Fig. 1c). SOM for all the genes in the analysis are shown in Supplementary Fig. 1c. Co-expression associations among genes within each cell were independently confirmed by a correlation matrix (Fig. 1d). Importantly, the gene expression correlation analysis revealed associations between genes implicated in common signalling pathways within a single cell. Thus, while *Vcam1* expression preferentially correlated with a pro-fibrotic gene signature (i.e., *Acta2, Pdgfa, Adam12, Lox, Timp1*)^15,22,24^, high *Tek* expression preferentially associated with components of the Wnt and Bmp signalling pathways (*Wnt5a, Wnt11, Bmp4*, and *Bmp6*) (Fig. 1d). Moreover, we observed that in the SOM analysis, there are nodes containing cells from all experimental conditions, as well as nodes that instead contain only cells from one experimental condition (Supplementary Fig. 1d). Noticeably, the cells clustering in the nodes characterized by a high *Vcam1* expression are mostly FAPs isolated from chronic and acute injury environment (MDX and WT-inj 3d), while the cells in the SOM nodes associated with high Tek expression are predominantly WT FAPs isolated from unperturbed muscles (compare Fig. 1c and Supplementary Fig. 1d). We therefore hypothesized that such association of single cell gene expression profiles reflects the existence of discrete FAP subpopulations. Since *Vcam1* and *Tek* (which encodes for the Angiopoietin receptor, Tie2) are cell surface markers, we sought to exploit them for prospective isolation of FAP subpopulations by FACS.

We first simulated the partitioning of FAPs into four predicted subpopulations (subFAPs) defined by the combined levels of *Vcam1* and *Tek* expression on single cell level, using a threshold of 7 log2Ex for both markers (Fig. 1e). The resulting subgroups are Vcam1^high^/Tek^low^ (Vcam1+), Tek^high^/Vcam1^low^ (Tek+), Vcam1^high^/Tek^high^ (double positive, DP), or Vcam1^low^/Tek^low^ (double negative, DN) (Fig. 1e). By visualizing the experimental conditions on the *Tek/Vcam1* gene expression scatterplot (Supplementary Fig. 1e) and by plotting the predicted FAPs subpopulations on the PCA (Fig. 1f), we demonstrate a presumptive association of *Tek* and *Vcam1* expression in FAPs with the different experimental conditions used in this study. Specifically, we observed that FAPs from the two conditions characterized by active muscle regeneration, that is notexin-injured WT mice and MDX mice at early, regenerative stages of disease, were enriched in Vcam1+ subFAPs. Thus, Vcam1 expression appears to mark a putative injury-activated subpopulation associated with regenerating muscles. The Tek+ subpopulation, instead, appears mostly represented in unperturbed muscles of WT mice. The DN putative subpopulation was largely represented in all conditions, while double positive (DP) cells were negligible in our experimental conditions.

### Vcam1 and Tie2 define distinct subFAPs

We next sought to use FACS to isolate subFAPs, as predicted by the single cell gene expression analysis, by using antibodies against cell surface markers Tie2 (encoded by *Tek* gene) and Vcam1 (Supplementary Fig. 2a–c). FACS profiles of isolated subFAPs (Fig. 2a) revealed dynamic patterns of distribution consistent with our single cell gene expression data (compare Fig. 2b to Fig. 1g). As we isolated subFAPs based on the relative levels of Tie2 protein (encoded by *Tek*) within a continuum of expression profile, and based on the presence or absence of Vcam1, we will refer to Vcam1-negative cells as Tie2^high^ or Tie2^low^ subFAPs. By contrast, Vcam1 expressing subFAPs, which are also expressing low levels of Tie2, will be referred to as Vcam1+ subFAPs. Both Tie2^high^ and Tie2^low^ subFAPs were present, albeit in different proportions, in all conditions tested: unperturbed muscles (WT), regenerating muscles (WT-inj d3) and chronically injured dystrophic muscles (MDX) (Fig. 2a–c). On the other hand, Vcam1+ subFAPs appeared exclusively in the context of injury, either acute (WT-inj d3) or chronic (MDX), and were nearly absent in unperturbed muscles (WT) (Fig. 2a–c). Thus, the FACS profile of FAPs resembled the pattern of subFAP distribution predicted by single cell gene expression profiling of FAPs (compare Figs. 1g and 2b), with subFAPs formerly named as DN in the single cell gene expression analysis, now being renamed as Tie2^low^, to indicate that they represent cells within a low range of Tie2 expression. We noted that the proportionally higher abundance of Tie2^high^ cells in unperturbed (WT) muscles, as compared to the other conditions, was only observed in percentage over the whole population (Figs. 1g, 2b), but not in absolute amount (Fig. 2c). In this case, given the great disparity in number of cells in the total FAPs population between injured and unperturbed muscles, we were not able to accurately estimate the respective proportion of the Tie2^high^ subFAPs among the samples.

**Fig. 2:**
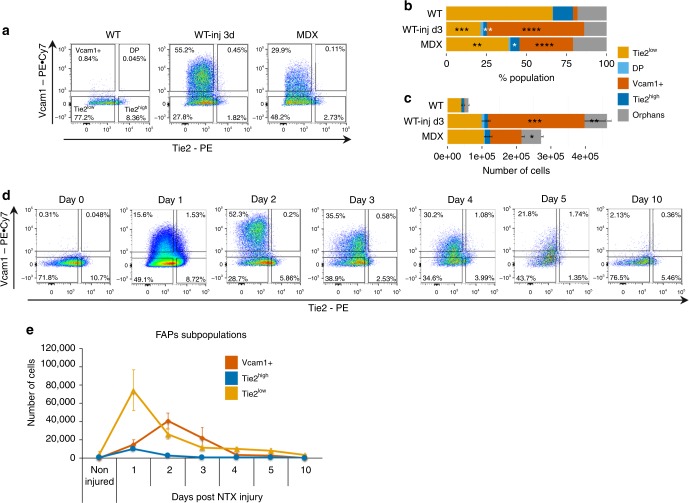
Vcam1+ and Tie2-expressing cells are dynamic subpopulations of FAPs. **a** Representative FACS plots of FAPs isolated from hindlimb muscles and analyzed based on Tie2 and Vcam1 expression in wild type (WT), WT notexin-injured day 3 (WT-inj d3) and dystrophic mdx C57Bl/10 mice (MDX). **b** Distribution of subpopulations in each experimental condition by FACS analysis (mean + s.e.m., *n* = 4, *p-value *P* < 0.05; **P < 0.01, ***P < 0.001, ****P < 0.0001). Statistical significance was determined by one-way ANOVA with Bonferroni post hoc test, and comparisons to the WT control group are reported. **c** Number of cells in each FAPs subpopulation for each experimental condition by FACS analysis (*n* = 4, mean + s.e.m., one-way ANOVA, *P < 0.05, **P < 0.01, ***P < 0.001). **d** Representative FACS plots of FAPs based on the expression of cell surface markers Tie2 and Vcam1 following notexin (NTX) injury in WT mice at indicated time points. FAPs were isolated from tibialis anterior (TA) muscles of C57Bl/6J mice. **e** Quantification of cell numbers for the subpopulations of FAPs in TA muscles during the time course in **d** (*n* = 3 representing independent experiments, mean + s.e.m.)

qPCR analysis confirmed that Vcam1+ and Tie2^high^ subFAPs isolated from muscles of WT-inj 3d and MDX mice displayed distinct patterns of gene expression that were consistent with those predicted by the single cell analysis. Importantly, the univocal marker of FAPs *Pdgfra*^11^, showed comparable expression levels in all subFAPs (Supplementary Fig. 2d).

To understand the dynamic changes among the identified subFAPs during the course of skeletal muscle regeneration, we have monitored the distribution profile of subFAPs by FACS at different time points following an acute injury by notexin intramuscular injection (days 1, 2, 3, 4, 5 and 10 post injury), and compared it to subFAPs isolated from unperturbed muscles. An immediate, but transient, expansion of Tie2^low^ and Tie2^high^ subFAPs was detected upon acute injury, with a peak observed at day 1 post injury. However, while Tie2^high^ promptly returned to basal levels by day 2, a slower and progressive return to basal levels was observed with Tie2^low^ subFAPs (Fig. 2d, e and Table 1). Interestingly, the emergence of Vcam1+ subFAP was observed at later time points, with a peak between days 2 and 3 post injury and a gradual return to basal levels between days 5 and 10 post injury (Fig. 2d, e and Table 1). Overall, the profiles of subFAPs at day 10 post injury were comparable to those observed in unperturbed muscles (Fig. 2d, e). This evidence indicates that transient and temporally coordinated expansion of distinct subFAPs coincides with muscle repair progression following an acute injury. It also suggests that the clearance of expanded subFAPs upon completion of the regeneration process is an important event for muscle homeostasis. Notably, the observed dynamics of subFAP appearance was not strain specific, as the results obtained with *C57BL*/10 (Fig. 2a) and *C57BL*/6J (Fig. 2d) mouse strain could be replicated with mice from *ICR*/HaJ strain (Supplementary Fig. 2e–h).

**Table 1:** Time course analysis:  number of cells per subFAPs during muscle regeneration (related Fig. 2e)

	Vcam1+	Tie2^high^	Tie2^low^
WT	67	547	4065
WT-inj 1d	14,969	10,133	74,283
WT-inj 2d	41,009	2690	25,803
WT-inj 3d	21,945	559	11,072
WT-inj 4d	3301	592	9768
WT-inj 5d	2453	980	7947
WT-inj 10d	230	175	3365

Average cell number per population is indicated (*n* = 3)

### subFAPs exhibit dynamic transcriptional profiles

To further address subFAP identity and functional relevance, we profiled the gene expression of each subFAP in different experimental conditions by transcriptome analysis. 

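Each of 15 conditions was sequenced in 2 biological replicates, which the authors took from different cohorts of mice sorted at different times, giving 30 samples. Bulk FAPs, Tie2 high subFAPs and Tie2 low subFAPs were each sequenced from unperturbed WT, WT-inj d1, WT-inj d3 and MDX muscles, with 8 samples per population. Vcam1+ subFAPs were sequenced from WT-inj d1, WT-inj d3 and MDX muscles, with 6 samples. WT-inj mice received an intramuscular injection of notexin, a snake venom toxin that damages muscle fibres. The sample labels call the Tie2 low subFAPs DN and the Tie2 high subFAPs Tie2+, the names that precede the renaming in the paper. The authors prepared libraries from total RNA with the NuGEN Ovation SoLo system, trimmed 5 bases from each read, mapped the reads to GRCm38 with TopHat2 and counted them on the genes of Ensembl release 85 with htseq-count. The deposited values are those counts, 1 whole number per gene and sample, without normalization. The strand option of htseq-count and any removal of duplicate reads are not stated in the paper. Between 13480055 and 27196399 reads per sample were counted on genes, with a median of 19284150. The median was 17618051.5 in Tie2 low, 20166388 in Tie2 high, 19284150 in Vcam1+ and 21013986 in bulk FAPs. Replicates of a condition differed by more than sampling noise, with a chi-square per degree of freedom between 10.896 in WT-inj d1 bulk FAPs and 177.8 in WT Tie2 low subFAPs. For the values given at each result, counts were normalized with edgeR's TMM method and scaled to the mean library, and are reported as mean ± SD over the 2 replicates. Differential expression was tested with edgeR's quasi-likelihood test on the 21464 genes past its filter for low counts, or on 19228 genes where samples were grouped by subpopulation alone, with Benjamini-Hochberg adjusted p-values and the paper's threshold of 0.01. Comparisons among subFAPs over several states used separate fits with the state as a covariate. With 2 replicates per condition, 46.5% of the genes changed in simulated counts passed that threshold, and 66% of those with a log2 fold change of 2.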

We performed RNA sequencing (RNA-seq) analysis of bulk FAPs and subFAPs (Tie2^high^, Tie2^low^, and Vcam1+ only, since the DP subFAPs are extremely rare and therefore not suitable for RNA-seq with the same protocol) by collecting RNA immediately after isolation from hindlimb muscles of WT mice either unperturbed or at 2 time points after acute injury—day 1 and day 3 post injury (WT-inj d1 and WT-inj d3)—as well as from muscles of 3-month-old mdx mice (MDX). 

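Among the 8 genes shown in Supplementary Fig. 3a as Tie2 high markers, all 8 had higher expression in Tie2 high than in the mean of Tie2 low and Vcam1+ subFAPs from injured and MDX muscles, with log2 fold changes from 1.67 for *Myoc* to 6.00 for *Wnt10b*. *Tek* (ENSMUSG00000006386, chromosome 4 of GRCm38 from 94739289 to 94874976) encodes Tie2. Its normalized counts were 3554 ± 116 (SD, n = 2) in Tie2 high, 987 ± 284 in Tie2 low and 180 ± 32 in Vcam1+ subFAPs of WT-inj d3 muscles. In MDX muscles they were 6072 ± 486, 981 ± 111 and 198 ± 35. The log2 fold change of *Tek* in Tie2 high subFAPs was 3.29 (standard error 0.14, adjusted p = 3.4e-12). Of the 10 genes shown as Vcam1+ markers, 9 were higher in Vcam1+ than in the mean of the other subFAPs, and *Lox* was not past the threshold. *Vcam1* (ENSMUSG00000027962, chromosome 3 of GRCm38 from 116109949 to 116129688) had 6263 ± 1645 normalized counts (SD, n = 2) in Vcam1+, 1412 ± 665 in Tie2 low and 981 ± 463 in Tie2 high subFAPs at day 3 post injury. Its log2 fold change in Vcam1+ subFAPs was 2.76 (standard error 0.19, adjusted p = 2.3e-09). Thinning every library to the smallest total moved the *Vcam1* value most, to 2.80. The single cell qPCR averages on the other axis of Supplementary Fig. 3a are not in the files analysed here, so the correlation itself was not computed. The paper reports that both assays correlate highly for these markers.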

RNA-seq gene expression data (normalized counts) showed a high correlation with single cell qPCR gene expression levels (Log_2_Ex) for all genes marking specific subFAPs (Fig. 1c and Supplementary Fig. 3a). 

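*Pdgfra* (ENSMUSG00000029231, chromosome 5 of GRCm38 from 75152292 to 75198215) had between 16338 and 34708 normalized counts across the 15 conditions, and *Ly6a* (ENSMUSG00000075602, chromosome 15 of GRCm38 from 74994877 to 74998031), which encodes Sca-1, between 4168 and 20763. In WT muscles *Pdgfra* was at 25751 ± 2439 in Tie2 low and 20685 ± 2291 (SD, n = 2) in Tie2 high subFAPs. Its log2 fold change between subFAPs of injured and MDX muscles was -0.25 (standard error 0.14, adjusted p = 0.209) for Tie2 high and 0.17 (standard error 0.13, adjusted p = 0.337) for Vcam1+, each against the mean of the other subFAPs. *Ly6a* was less even. At day 3 post injury it had 20763 ± 3539 normalized counts in Tie2 high, 8316 ± 3604 in Tie2 low and 4294 ± 123 in Vcam1+ subFAPs (SD, n = 2), with log2 fold changes of 1.504 (standard error 0.13, adjusted p = 3.3e-08) for Tie2 high and -1.18 (standard error 0.14, adjusted p = 2.9e-06) for Vcam1+. None of the alternatives moved these results across the threshold, and the largest shift for *Ly6a* in Vcam1+ subFAPs came from leaving out the genes that do not code for proteins, an alternative added after the data were seen, which gave -1.16. The paper reports a high level of both FAP markers in every subFAP.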

FAPs markers (Pdgfra, Ly6a/Sca-1) were highly expressed in all subFAPs in both analyses (Supplementary Fig. 3a). Transcriptomic data of subFAPs revealed distinctive transcriptional signatures that discriminated individual subFAPs from each other as well as from the bulk FAPs. 

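Comparisons among subFAPs used edgeR fits of subpopulation with the state as an additive covariate, apart from the fit of all 15 conditions. In the 18 subFAP samples of WT-inj d1, WT-inj d3 and MDX muscles, 5266 genes differed between Vcam1+ and the mean of Tie2 high and Tie2 low. Of these, 2762 were higher and 2504 lower in Vcam1+. For Tie2 high against the mean of Tie2 low and Vcam1+ subFAPs in the same states, 3130 genes differed, 1838 of them higher in Tie2 high. Between Tie2 high and Tie2 low subFAPs over all 4 states, in a fit of their 16 samples, the number was 2835, with 1322 higher and 1513 lower in Tie2 high. DESeq2 in place of edgeR raised these counts to 6215, 3936 and 3749 genes, the largest shift for the first and the last. For Tie2 high against the other subFAPs the largest was without the filter on low counts, at 4012. From such differences the paper concludes that each subFAP carries its own transcriptional signature.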

The PCA of subFAPs RNA-seq data showed that the samples cluster by discrete subpopulations (Fig. 3a), indicating that the subFAPs identified in this study have distinctive transcriptional profiles regardless the experimental condition they originated from. 

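The PCA was computed on log2 CPM, the log2 of counts scaled to a common library size, of the 500 most variable genes among the 21464 past the filter. PC1 held 40.38% of the variance (jackknife standard error 6.29 over the 30 samples) and PC2 21.2% (jackknife standard error 4.20). To put a number on the grouping, the silhouette width was taken on PC1 and PC2. It compares each sample's distance to its own group with that to the nearest other group, and runs from -1 to 1. Grouped by subpopulation, the mean width was 0.2294 (permutation test with 100000 resamples, p = 1e-05, the smallest they can give). Grouped by state, meaning WT, WT-inj d1, WT-inj d3 or MDX, it was 0.03244 (permutation test, p = 0.00014). The order of these widths changed with the number of genes. With all genes past the filter in place of the 500 most variable, the width was 0.04969 by subpopulation and 0.2038 by state. Without the bulk samples it was 0.4994 by subpopulation and -0.0391 by state. The permutations moved single samples, although the 2 replicates of a condition always share a label. The p-values thus also reflect how close replicates lie, and even the width of -0.0391 had p = 0.02399 (permutation test). They do not measure the grouping of conditions alone. The paper reads the clustering in Fig. 3a as evidence that subFAPs keep their own profiles whatever the condition.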

The gene expression profiles of Tie2^low^ and bulk FAPs tend to partly overlap, consistent with the fact that Tie2^low^ subFAPs account for the majority of the bulk FAPs in most of the conditions.

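The Euclidean distance between bulk FAPs and each subFAP of the same state was measured on log2 CPM of the 500 most variable genes, as the mean over the pairs of samples. It was 38.99 ± 7.47 (SD, n = 4 states) for Tie2 low, 48.85 ± 5.22 (SD, n = 4 states) for Tie2 high and 50.69 ± 8.52 (SD, n = 3 states) for Vcam1+ subFAPs. Tie2 low lay closest to bulk FAPs in each of the 4 states, at 35.945 in WT, 31.497 in WT-inj d1, 49.079 in WT-inj d3 and 39.448 in MDX muscles. Replicates of bulk FAPs were themselves 29.57 ± 6.99 apart (SD, n = 4 states), and in WT muscles their 34.368 was close to the distance to Tie2 low. Because the distance grows with the number of genes, the largest shift came with all genes past the filter, where the mean distances were 144.11 for Tie2 low, 154.13 for Tie2 high and 153.43 for Vcam1+. On that scale Tie2 high was the closer of the 2 subFAPs in WT muscles, at 139.76 against 145.77 for Tie2 low. The paper explains the partial overlap by the share of Tie2 low cells among bulk FAPs.

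**Figure D1:**
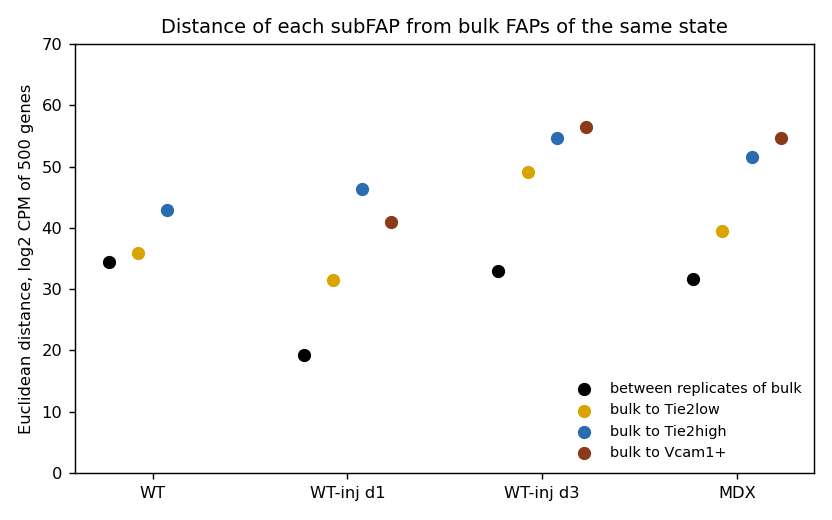
Euclidean distance on the log2 CPM of 500 genes, between bulk FAPs and each subFAP of the same state and between the 2 bulk replicates. Each dot is the mean over the pairs of samples in 1 state; Tie2 low is the lowest of the subFAPs in all 4 states, from 31.497 to 49.079.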

**Fig. 3:**
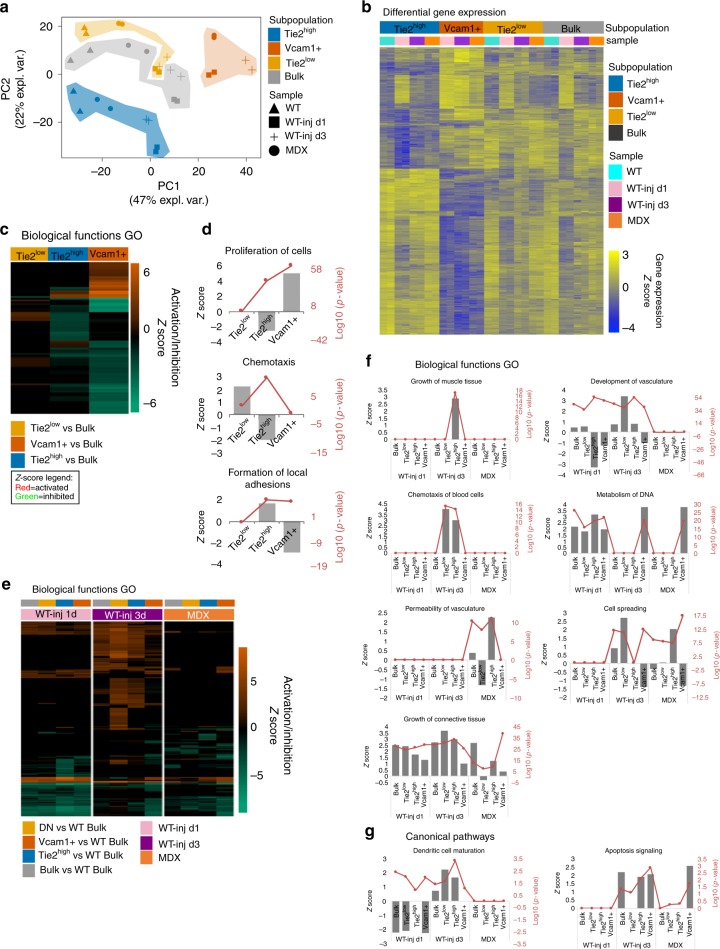
SubFAPs have unique transcriptional profiles that are modulated by injury. **a** Principal component analysis (PCA) of gene expression data from RNA-seq analysis of FAPs subpopulations isolated from wild type (WT), WT NTX-injured at day 1 and day 3 (WT-inj d1 and d3) and dystrophic mice C57Bl/10 (MDX). **b** Expression heatmap of genes differentially expressed in FAPs subpopulations (Tie2^high^, Tie2^low^ and Vcam1+) compared to bulk FAPs (adjusted *p*-value <0.001). Gene expression is represented as *z*-score calculated across the rows. **c**, **d** Biological functions predicted to be differentially activated or inhibited in each FAP subpopulation compared to bulk FAPs by IPA comparison analysis. Selected altered functions are shown in **d**. **e**, **f** Biological functions predicted to be differentially activated or inhibited in FAP subpopulations in each treatment condition (WT-inj d1, WT-inj d3 and MDX) compared to bulk WT FAPs by IPA comparison analysis. Selected altered functions are shown in **f**. **g** Selected altered canonical pathways in FAP subpopulations in each treatment condition (WT-inj d1, WT-inj d3 and MDX) compared to bulk WT FAPs by IPA comparison analysis. **d**, **f** and **g** Gray bars represent *z*-score (predicted level of activation/repression of the gene ontology category) with scale on the left. Red lines represent the significance of the prediction in log10(*p*-value), with scale on the right

In order to identify subFAP-specific gene signatures that could assign unique identities to individual subFAPs, we first compared the gene expression profiles of subFAPs vs. bulk FAPs irrespective of the experimental conditions they originated from (Fig. 3b and Supplementary Fig. 3b). 

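For this comparison the 30 samples were grouped by subpopulation alone, 8 bulk, 8 Tie2 high, 8 Tie2 low and 6 Vcam1+, and tested on 19228 genes. Because no Vcam1+ sample came from WT muscles, the mix of states differs between Vcam1+ and bulk FAPs. The genes with the largest change against bulk FAPs, among those past the threshold and changed the same way in every state, were all lower in Tie2 high and Vcam1+. In Tie2 high they were *Acan* (ENSMUSG00000030607), with a log2 fold change of -6.20 (standard error 1.36, adjusted p = 0.00639), *Uts2r* (ENSMUSG00000039321), with -6.05 (standard error 0.71, adjusted p = 2.9e-06), and *Palm2*, *Wif1* and *Chad*, with log2 fold changes from -6.00 to -5.52. In Vcam1+ the lowest was *Krtdap* (ENSMUSG00000074199), with -8.86 (standard error 1.12, adjusted p = 8.8e-06), followed by *Papln*, *Gpr165*, *Adamts16* and *Cyp3a13*, with log2 fold changes from -8.00 to -6.91. In Tie2 low the single gene past the threshold was *Cpa3* (ENSMUSG00000001865), higher by 5.52 (standard error 0.80, adjusted p = 0.00226). Restricting the fit to WT-inj d1 samples brought *Uts2r* to -4.44 (adjusted p = 0.0337) and *Cpa3* to 3.78 (adjusted p = 0.268), neither past the threshold. In that fit *Acan*, at -4.26 (adjusted p = 0.344), *Palm2* (adjusted p = 0.153), *Papln* (adjusted p = 0.153) and *Cyp3a13* (adjusted p = 0.0696) were not past it either. Without the WT samples *Cpa3* (adjusted p = 0.097), *Acan* (adjusted p = 0.0583) and *Palm2* (adjusted p = 0.0124) were not past it. *Acan* was also not past it with a replicate block (adjusted p = 0.0105) or thinned libraries (adjusted p = 0.0163), nor was *Palm2* with thinned libraries (adjusted p = 0.0114).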

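Within Vcam1+ subFAPs, 1466 genes differed between WT-inj d3 and WT-inj d1, 758 higher and 708 lower at day 3, in edgeR's quasi-likelihood test of 2 samples against 2 with the spread estimated over all 30. Between MDX and WT-inj d3 the number was 905, 566 of them higher in MDX, and between MDX and WT-inj d1 it was 2244, 1236 higher in MDX. Fitting only the groups compared changed the last count most, to 3919 genes, and leaving out each of the 4 samples in turn gave between 964 and 1328. From Fig. 3b the paper concludes that a subFAP's profile depends on the condition it was isolated from.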

We found distinctive transcriptional profiles for each subFAP as well as substantial changes of gene expression within each subFAP, depending on the experimental conditions they were isolated from (Fig. 3b). 

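Against bulk FAPs over all conditions, 489 genes differed in Tie2 high, 197 higher and 292 lower, and 769 in Vcam1+, 86 higher and 683 lower. In Tie2 low 1 gene did, *Cpa3* (ENSMUSG00000001865). Of the Tie2 high and Vcam1+ genes, 143 were shared. These counts come from edgeR's quasi-likelihood test at an adjusted p below 0.01, with 8 samples of Tie2 high, Tie2 low and bulk FAPs and 6 of Vcam1+. In counts simulated with the same sample groups, 85% of the changed genes were recovered for Vcam1+ against bulk FAPs. The simulation held no differences between states, which the real comparison pools, so 85% can overstate the recovery here. Adding the state as a covariate moved the counts furthest of the alternatives set before the files arrived, to 1761 genes in Tie2 high, 2697 in Vcam1+ and 66 in Tie2 low. Without the WT samples Tie2 high came before Vcam1+, with 435 and 355 genes. With a replicate block the numbers were 457, 700 and 1. The pairing is taken from the replicate numbers in the labels, and samples with the same number deviated from their condition means with a mean correlation of 0.0014528 over 105 pairs of conditions. It was 0.023461 in the 30 pairs that also share the code letters of the labels, and -0.0073504 in the other 75. The paper takes the large numbers for Tie2 high and Vcam1+, beside the small one for Tie2 low, as what the PCA anticipated.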

Differential gene expression (DE) analysis showed that a large number of differentially expressed genes discriminated Tie2^high^ and Vcam1+ from bulk FAPs, while Tie2^low^ subFAPs displayed minimal differences in gene expression, when compared to bulk FAPs (Supplementary Fig. 3b), as it was anticipated by PCA (Fig. 3a). Functional analysis by gene ontology (GO) revealed subFAP-specific gene expression profiles predictive of specialized biological functions (Fig. 3c). 

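Ingenuity Pathway Analysis, which the authors used for these predictions, was not repeated, since it needs a licensed knowledge base. Instead, sets of genes for the processes named in the text were written by hand before the files were read, and tested with limma's camera method on log2 CPM with an inter-gene correlation of 0.01. Camera asks whether the genes of a set change more than the other genes, and adjusted p-values were taken over the 57 set tests against bulk FAPs or WT bulk FAPs. The value given for a set is its mean log2 fold change. The sets held 54 cell cycle, 50 focal adhesion and 40 chemotaxis genes past the filter of the comparison with bulk FAPs. No set was written for muscle growth or cell spreading.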

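The 54 cell cycle genes had a mean log2 fold change of 1.84 in Vcam1+ subFAPs against bulk FAPs, with 54 of 54 genes higher (adjusted p = 1.9e-14, camera). Their mean log2 CPM was 4.74 ± 0.64 (SD, n = 6) in Vcam1+, 2.91 ± 1.23 (SD, n = 8) in Tie2 high, 2.13 ± 1.29 (SD, n = 8) in Tie2 low and 2.87 ± 1.38 (SD, n = 8) in bulk FAPs. In Tie2 high the set did not differ from bulk FAPs, with a mean log2 fold change of -0.012 (adjusted p = 0.816, camera). In Tie2 low it was lower, at -0.72 (3 of 54 genes higher, adjusted p = 3.4e-10, camera). The Vcam1+ value moved most when the mix of states was evened out, to 1.20 without the WT samples and 1.29 with the covariate. For the 50 focal adhesion genes the mean log2 fold change was -0.25 in Vcam1+ (adjusted p = 0.162) and -0.15 in Tie2 high (adjusted p = 0.64), neither past the threshold of 0.05 in camera. Camera's p-values assume a fixed correlation between genes. In a count of splits added after those p-values were seen, among 100 splits of the same samples, 5 gave a mean as large as that of the cell cycle genes in Vcam1+ and 2 a mean as large as that of the focal adhesion genes there. For the cell cycle genes in Tie2 low the number was 33. From its own pathway analysis the paper predicts high proliferation and low adhesion for Vcam1+ subFAPs, and the reverse for Tie2 high subFAPs.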

For instance, while Vcam1+ subFAPs exhibited global gene expression signatures predictive of high proliferative activity and low adhesion properties, Tie2^high^ subFAPs have profiles predictive of low proliferative activity, but increased propensity to form focal adhesions (Fig. 3d). Tie2^low^ subFAPs displayed specific gene expression profiles indicative of chemotactic activity (Fig. 3d).

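The mean log2 fold change of the 40 chemotaxis genes against bulk FAPs was 0.36 in Tie2 low (26 of 40 genes higher, adjusted p = 0.346 in limma's camera test), 0.13 in Tie2 high (25 of 40 genes higher, adjusted p = 0.876) and 0.92 in Vcam1+ (33 of 40 genes higher, adjusted p = 0.0175). Only the last was past the threshold of 0.05. Their mean log2 CPM spread widely within a subpopulation, at 1.39 ± 1.46 (SD, n = 8) in Tie2 low and 1.03 ± 0.85 (SD, n = 8) in bulk FAPs. Dropping the WT samples changed the Tie2 low value most, to 0.52 (adjusted p = 0.161), and brought Vcam1+ to 0.51 (adjusted p = 0.115), so the first place of Vcam1+ depends on the mix of states. With the state as a covariate Vcam1+ was at 0.40. The paper infers a chemotactic activity of Tie2 low subFAPs from the pathways in Fig. 3d.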

We next compared subFAP gene expression profiles across different experimental conditions. To this purpose, we identified differentially expressed genes in each subpopulation and experimental condition compared to the bulk WT (Supplementary Fig. 3c). 

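Compared with WT bulk FAPs, 5588 genes differed in Vcam1+, 4672 in Tie2 high, 3176 in Tie2 low and 4431 in bulk FAPs at day 1 post injury. At day 3 the numbers were 6196 in Vcam1+, 2683 in Tie2 high, 1810 in Tie2 low and 2610 in bulk FAPs, and in MDX muscles 3539, 622, 251 and 478. In WT muscles themselves, 262 genes differed from bulk FAPs in Tie2 high and 65 in Tie2 low. Each number is a test of 2 samples against 2 by edgeR's quasi-likelihood method, with the spread between replicates estimated over all 15 conditions. Genes that differed in at least 1 subFAP and not in bulk FAPs numbered 2546 at day 1, 4475 at day 3 and 3279 in MDX muscles. The MDX bulk count rose to 1136 genes without the filter on low counts. By ratio it moved furthest when only the groups compared were fitted, to 17. In WT-inj d1 Tie2 high subFAPs that last choice made the largest shift, to 2335.

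**Figure D2:**
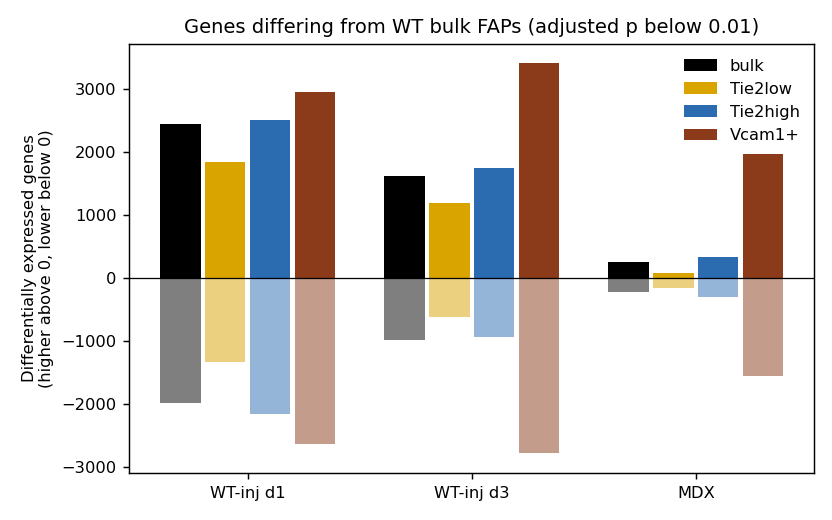
Number of genes past an adjusted p of 0.01 against WT bulk FAPs in each population of WT-inj d1, WT-inj d3 and MDX muscles, with higher genes drawn above 0 and lower genes below. Vcam1+ has the largest bars in every state, from 3539 genes in MDX to 6196 at day 3.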

We then compared the enriched biological functions in all the conditions with Ingenuity Pathway Analysis (IPA) (Fig. 3e–g). This analysis revealed a dynamic regulation of subFAPs during the transition from unperturbed muscles to progressive stages of regeneration following acute injury, or in pathological conditions, such as chronic degeneration/regeneration of mdx muscles (Fig. 3e). Remarkable dynamics was observed during the transition from day 1 to 3 post injury, when both Tie2^high^ and Tie2^low^ subFAPs appeared to acquire transcriptional properties predictive of specific biological functions, such as chemotaxis of blood cells, and of canonical pathways, such as dendritic cell maturation (Fig. 3f, g). 

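The 47 chemotaxis genes rose from a mean log2 CPM of 1.67 ± 0.07 at day 1 to 3.40 ± 0.48 (SD, n = 2) at day 3 in Tie2 low, and from 1.34 ± 0.09 to 3.38 ± 0.67 in Tie2 high subFAPs. In WT muscles they stood at -0.26 ± 0.27 in Tie2 low and -0.27 ± 0.11 in Tie2 high. From day 1 to day 3 they fell from 1.93 ± 0.04 to 1.58 ± 0.15 in bulk FAPs. In Vcam1+ they rose from 1.90 ± 0.15 to 3.07 ± 0.31. The mean log2 fold change between day 3 and day 1 was 1.74 in Tie2 low (33 of 47 genes higher, adjusted p = 1.6e-06, camera) and 2.04 in Tie2 high (35 of 47 genes higher, adjusted p = 9.8e-08). These direct comparisons of 2 states belong to a family of 18 that was added after the files arrived and before their values were seen. For the 45 dendritic cell maturation genes, the change from day 1 to day 3 was 1.40 in Tie2 low (34 of 45 genes higher, adjusted p = 6.4e-07) and 1.57 in Tie2 high (38 of 45 genes higher, adjusted p = 9.8e-08), while in bulk FAPs it was 0.47 (adjusted p = 0.0207). In Vcam1+ the change was 0.83 (28 of 45 genes higher, adjusted p = 0.0207). The rise in Tie2 high depended most on the replicates at day 3, and leaving out samples in turn gave 1.58 to 2.52 for chemotaxis and 1.39 to 1.71 for dendritic cell maturation. Leukocyte marker genes rose as well, from a mean log2 CPM of -1.35 to 3.12 in Tie2 low and from -1.84 to 3.01 in Tie2 high. RNA from leukocytes is therefore not excluded as a source of these rises. The paper takes the change between day 1 and day 3 as the acquisition of functions that recruit blood cells and mature dendritic cells.

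**Figure D3:**
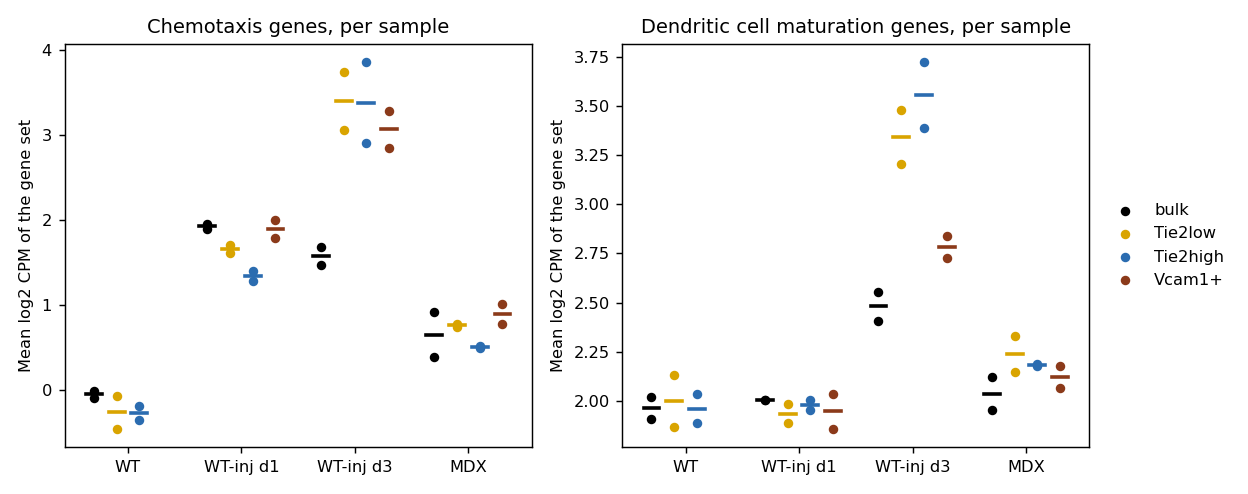
Mean log2 CPM of the chemotaxis genes and of the dendritic cell maturation genes in each population and state. Each dot is 1 sample and each line the mean of 2; in both panels Tie2 low and Tie2 high are highest at day 3, at 3.40 and 3.38 for chemotaxis.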

This evidence suggests that subFAPs that displayed similar temporal kinetics (Fig. 2d–f) can also share some biological functions presumably related to coordination of inflammation-related events during early regeneration stages. 

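A set of 54 vasculature genes had a mean log2 fold change against WT bulk FAPs of 0.90 in WT-inj d3 Tie2 low (29 of 54 genes higher, adjusted p = 0.0229, camera) and 0.78 in WT-inj d3 Tie2 high subFAPs (30 of 54 genes higher, adjusted p = 0.0432). At day 1 it was, in the same order, 0.48 (adjusted p = 0.708) and -0.25 (adjusted p = 0.244). The mean log2 CPM at day 3 was 5.09 ± 0.11 (SD, n = 2) in Tie2 low and 4.97 ± 0.28 in Tie2 high, against 4.19 ± 0.08 in WT bulk FAPs. Leaving out 1 of the 4 samples at a time moved the Tie2 high value most, between 0.59 and 0.98. The paper reads the day 3 profile as an ability to promote neo-angiogenesis, stronger in Tie2 low than in Tie2 high.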

Within this context, we also observed that by day 3 post injury Tie2^low^, and, to a certain extent, Tie2^high^ subFAPs displayed changes in gene expression that reflect their ability to promote neo-angiogenesis (Fig. 3f). The presence of both Tie2^high^ and Tie2^low^ subFAPs in unperturbed muscles and the large overlap in their gene expression profiles (Supplementary Fig. 3b) suggest that they likely represent a continuum of cellular states in dynamic transition, upon sequential exposure to a plethora of cues generated within the regenerative environment along with the process of muscle repair. 

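Against WT bulk FAPs, 2439 genes differed in both Tie2 high and Tie2 low subFAPs at day 1, which is 52.205% of the Tie2 high and 76.795% of the Tie2 low genes. At day 3 the overlap was 1242 genes, 46.291% and 68.619%, and in MDX muscles 110 genes, 17.685% and 43.825%. Both lists use the same 2 WT bulk samples, so part of the overlap can come from the shared control. Of its genes Tie2 low shared more with bulk FAPs of the same state, 91.058% at day 1, 77.403% at day 3 and 51.793% in MDX. The overlap is thus not specific to the 2 subFAPs. For the comparison with bulk FAPs an overlap could not be measured, since Tie2 low had a single gene past the threshold. Log2 fold changes against WT bulk FAPs in Tie2 high and in Tie2 low were also compared across the 21464 tested genes. Their Pearson r was 0.64 at day 1, 0.73 at day 3 and 0.44 in MDX muscles (Spearman rho 0.71, 0.71 and 0.36). The same 2 WT bulk samples enter both sides, so part of the correlation can come from the shared control. These correlations run across genes, which are not independent replicates. The number of genes differing from WT bulk FAPs behind the overlaps at day 3 dropped most when only the groups compared were fitted, to 477 in Tie2 low and 892 in Tie2 high. From the shared profile and the presence of both subFAPs in unperturbed muscles, the paper proposes a continuum of states.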

Accordingly, during the regeneration process unique transcriptional signatures could discriminate Tie2^high^ and Tie2^low^ subFAPs, such as Tie2^high^-specific expression of genes implicated in muscle growth, or Tie2^low^-specific expression of genes implicated in cell spreading (Fig. 3f). 

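The difference between the responses of Tie2 high and Tie2 low subFAPs was tested gene by gene as an interaction term in edgeR's quasi-likelihood test. At day 1 post injury 26 genes changed from WT differently in the 2 subFAPs, 4 with a positive and 22 with a negative difference of the log2 fold changes, Tie2 high minus Tie2 low. At day 3 there were 3 such genes, and in MDX muscles none was found at this depth and with 2 replicates. Without the filter on low counts the numbers rose most, to 251, 250 and 87. Gene sets for muscle growth and cell spreading were not tested. From the pathways in Fig. 3f the paper concludes that Tie2 high and Tie2 low subFAPs keep distinct signatures during regeneration.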

Another distinctive biological function between Tie2^high^ and Tie2^low^ subFAPs was the enrichment in the apoptosis signalling observed in Tie2^high^ as well as in Vcam1+ subFAPs at day 3 post injury (Fig. 3g). 

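For the 47 apoptosis genes, the mean log2 fold change at day 3 against WT bulk FAPs was 0.40 in Tie2 high (31 of 47 genes higher, adjusted p = 0.04, camera), 0.37 in Vcam1+ (28 of 47, adjusted p = 0.123), 0.32 in Tie2 low (29 of 47, adjusted p = 0.162) and 0.30 in bulk FAPs (31 of 47, adjusted p = 0.0274). Tie2 high and bulk FAPs were past the threshold of 0.05, and the difference between subFAPs was not tested for this set. The mean log2 CPM at day 3 lay between 4.26 ± 0.08 (SD, n = 2) in bulk FAPs and 4.36 ± 0.01 in Tie2 high. With 1 of the 4 samples left out in turn, the Tie2 high value ran from 0.33 to 0.47. With RLE normalization Tie2 high was no longer past the threshold, and with thinned libraries neither Tie2 high nor bulk FAPs was. The paper separates Tie2 high and Vcam1+ from Tie2 low subFAPs by this pathway.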

Cell proliferation (as reflected by an enrichment in the expression of genes implicated in DNA metabolism) was instead the dominant biological process invariably identified in Vcam1+ subFAPs in all the experimental conditions (Fig. 3f).

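Against WT bulk FAPs the 54 cell cycle genes had a mean log2 fold change in Vcam1+ of 3.09 at day 1 (adjusted p = 3.2e-22, camera), 4.52 at day 3 (adjusted p = 1.3e-30) and 3.85 in MDX muscles (adjusted p = 3.1e-36), with 53, 54 and 54 of the 54 genes higher. The set was also higher in every other injured or MDX population. At day 1 the mean was 3.32 in Tie2 high, 3.05 in bulk FAPs and 1.71 in Tie2 low. At day 3 it was 2.71, 3.04 and 2.78, and in MDX muscles 1.35, 1.70 and 0.74. Vcam1+ was thus the highest population at day 3 and in MDX muscles, and at day 1 its mean log2 CPM of 4.01 ± 0.01 was below the 4.24 ± 0.06 of Tie2 high (SD, n = 2). The Vcam1+ values hung most on the WT bulk replicates, and without 1 or the other the day 1 value was 2.65 or 3.53. The paper names cell proliferation the dominant process of Vcam1+ subFAPs.

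**Figure D4:**
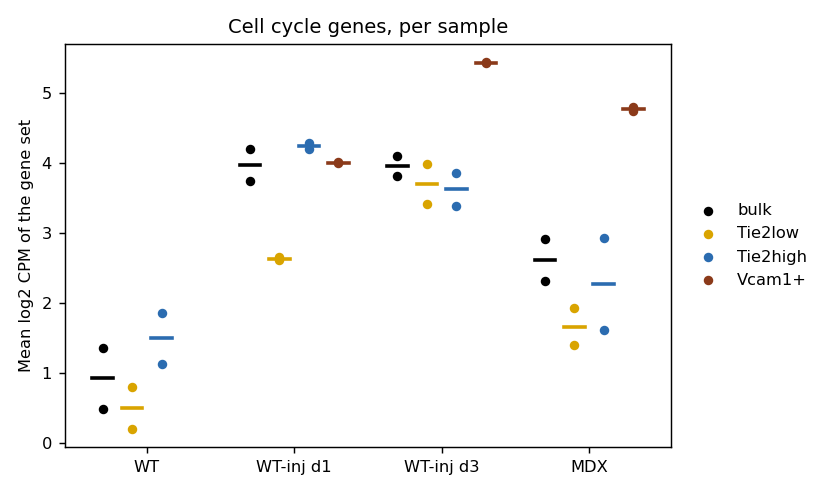
Mean log2 CPM of 54 cell cycle genes in each population and state. Each dot is 1 sample and each line the mean of 2; Vcam1+ is highest at day 3 and in MDX, at 5.44 and 4.77, and lies below Tie2 high at day 1.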

Overall, the reported changes in the transcriptional profiles of subFAPs along the progression of the regeneration process suggest that individual subFAPs could perform specific tasks within discrete temporal windows, presumably through reciprocal interactions with other cellular components of the regenerative environment. Among these interactive networks, the temporal control of subFAP activity appears of particular interest. Previous works indicated that timely clearance of FAPs by macrophages is required to restrict their activity within a specific window of time during muscle repair in response of acute injury^17^. In this regard, it is interesting to note the opposite pattern of subFAP-mediated control of dendritic cell maturation between day 1 and day 3, which likely reflects a FAPs-dependent regulation of macrophage phenotypic switch that has been implicated in the termination of the regeneration-associated inflammatory activity and the clearance of FAPs^10,26,27^. 

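The 45 dendritic cell maturation genes did not differ from WT bulk FAPs at day 1 post injury in any population, with mean log2 fold changes from -0.029 in Tie2 low to 0.042 in bulk FAPs and adjusted p-values from 0.753 to 0.948 in limma's camera test. At day 3 they were higher in Tie2 high, by 1.59 (39 of 45 genes, adjusted p = 1.5e-07), in Tie2 low, by 1.38 (34 of 45 genes, adjusted p = 6.5e-05), and in bulk FAPs, by 0.52 (31 of 45 genes, adjusted p = 0.0274). In Vcam1+ the day 3 value of 0.82 was not past the threshold (adjusted p = 0.126). Compared directly with day 1, the set was higher at day 3 in Vcam1+, by 0.83 (28 of 45 genes, adjusted p = 0.0207). That change was no longer past the threshold with protein-coding genes only, chosen after seeing the values. The direction at day 1 was not stable, and leaving out 1 WT bulk replicate made the largest shift in Tie2 high, to -0.060. Leukocyte marker genes were also higher at day 3, so RNA from leukocytes is not excluded as a source of the day 3 values. From opposite patterns at day 1 and day 3, the paper proposes that FAPs take part in the phenotypic switch of macrophages.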

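In MDX muscles the 45 dendritic cell maturation genes had a mean log2 fold change against WT bulk FAPs of 0.27 in Tie2 low (adjusted p = 0.244, camera), 0.22 in Tie2 high (adjusted p = 0.154) and 0.16 in Vcam1+ (adjusted p = 0.712), none past the threshold of 0.05. Compared directly with WT-inj d3, the set changed in MDX by -1.37 in Tie2 high (34 of 45 genes lower, adjusted p = 1.1e-08), by -1.10 in Tie2 low (33 of 45, adjusted p = 1.9e-04) and by -0.66 in Vcam1+ (31 of 45, adjusted p = 0.00655). The Tie2 high difference was most affected by dropping 1 of its day 3 replicates, which gave -1.18. Leukocyte marker genes were likewise lower in MDX than at day 3, so RNA from leukocytes is not excluded as a source of these differences. The paper relates the absence of this pathway in *mdx* muscles to a defective regulation of macrophages there.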

Interestingly, the subFAP-mediated dendritic cell maturation was not observed in mdx muscles (Fig. 3f, g), consistent with a defective regulation of macrophages previously observed in dystrophic muscles^17^. Likewise, comparison of subFAP gene expression profiles between regeneration post-acute injury and mdx muscles exposed to a chronic damage/regeneration cycles revealed a number of biological processes that were dysregulated in subFAPs isolated from mdx muscles (Fig. 3f, g). For instance, the gene expression profiles that accounted for the ability of subFAPs to promote muscle growth (Tie2^high^ subFAPs), neo-angiogenesis (Tie2^low^ subFAPs), and chemotaxis (both Tie2^high^ and Tie2^low^ subFAPs) were lost in mdx muscles (Fig. 3f). 

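Between WT-inj d3 and MDX muscles, the 47 chemotaxis genes fell by 2.88 in Tie2 high (43 of 47 genes lower, adjusted p = 6.2e-25, camera) and fell by 2.64 in Tie2 low (43 of 47 genes lower, adjusted p = 3.4e-18) on the log2 scale. Against WT bulk FAPs the MDX values were 0.81 in Tie2 low (29 of 47 genes higher, adjusted p = 2.9e-04) and 0.56 in Tie2 high (adjusted p = 0.216). The 54 vasculature genes were lower in MDX than at day 3, with a mean log2 fold change of -0.83 in Tie2 low (31 of 54 genes lower, adjusted p = 0.0018) and -0.93 in Tie2 high (36 of 54 genes lower, adjusted p = 3.4e-05). Across the alternatives the chemotaxis difference in Tie2 high shifted most without 1 day 3 replicate, to -2.41. Leukocyte marker genes were lower in MDX too, with a mean log2 CPM of -0.16 in Tie2 low and -0.97 in Tie2 high. At day 3 their mean was 3.12 and 3.01. RNA from leukocytes at day 3 is thus not excluded as a source of the chemotaxis difference. No muscle growth set was tested. The paper concludes that these functions, present after acute injury, are lost in *mdx* muscles.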

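The 47 apoptosis genes had a mean log2 fold change between MDX and WT-inj d3 of -0.26 in Tie2 high (30 of 47 genes lower, adjusted p = 0.0207, camera), -0.21 in bulk FAPs (28 of 47, adjusted p = 0.0235), -0.25 in Tie2 low (27 of 47, adjusted p = 0.353) and -0.10 in Vcam1+ (21 of 47, adjusted p = 0.542). All 4 values were negative, and those of Tie2 high and bulk FAPs were past the threshold of 0.05. In bulk FAPs the value depended on the counts used, at -0.13 (adjusted p = 0.0595) once the libraries were thinned. The paper reads lower apoptosis signaling in *mdx* muscles from Fig. 3g.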

Likewise, a global reduction of the apoptosis signaling was observed in FAPs isolated from mdx mice, as compared to acutely injured WT mice (Fig. 3g).

Unsupervised clustering of RNA-seq profiles separated bulk FAPs and all subFAPs from other muscle-derived cell types, such as SC and macrophages (Supplementary Fig. 3d). Interestingly, tissue-resident fibroblasts, such as cardiac muscle, dermal, lung, and synovial fibroblasts, appeared to cluster separately from subFAPs, suggesting that pro-fibrogenic Vcam1+ subFAPs are distinct from tissue-resident fibroblasts.

Fibrosis is the most deleterious pathological event during the progression of DMD and other chronic disorders^28–32^. As Vcam1+ subFAPs were detected in mdx muscles, and because Vcam1+ subFAP single cell expression profile showed an association with pro-fibrotic genes (Fig. 1c, d), we interrogated the RNA-seq data set for specific enrichment in pro-fibrotic genes in Vcam1+ and other subFAPs. To this purpose, we assembled a list of genes that have been previously implicated in the regulation of fibrosis and myofibroblast identity^22,24,31–35^ and determined their relative expression in the subFAPs. An elevated expression of pro-fibrotic genes such as *Acta2, Lox, Adam12, Timp1, Col1a1*, and *Col3a1* was observed in Vcam1+ subFAPs, as also predicted by the single cell gene expression analysis (Fig. 1c and Supplementary Figs. 1c and 4a). 

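Of the 6 genes named here, 3 were higher in Vcam1+ than in the mean of Tie2 high and Tie2 low subFAPs from the same states, and none was lower. *Acta2* (ENSMUSG00000035783, chromosome 19 of GRCm38 from 34241090 to 34255590) had 2001 ± 186 normalized counts (SD, n = 2) in Vcam1+ at day 3 post injury and 1868 ± 329 in MDX muscles, against 1902 ± 739 and 375 ± 92 in Tie2 low. Its log2 fold change was 2.16 (standard error 0.28, adjusted p = 7.5e-06). *Adam12* rose by 1.72 (standard error 0.23, adjusted p = 1.6e-05) and *Timp1* by 1.55 (standard error 0.24, adjusted p = 6.5e-05). The other 3 were not past the threshold, with 0.39 for *Lox* (adjusted p = 0.0939), 0.19 for *Col1a1* (adjusted p = 0.404) and -0.31 for *Col3a1* (adjusted p = 0.0797). For *Acta2*, DESeq2 in place of edgeR made the largest difference, giving 2.12. The paper takes these genes as evidence of a pro-fibrotic profile in Vcam1+ subFAPs.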

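In Vcam1+ subFAPs *Mmp13*, *Mmp9*, *Snai1* and *Serpinh1* were higher than in the mean of Tie2 high and Tie2 low subFAPs. The largest of these changes was that of *Mmp13* (ENSMUSG00000050578, chromosome 9 of GRCm38 from 7272514 to 7283331), at 4.43 (standard error 0.29, adjusted p = 1.8e-09). At day 3 post injury it had 949 ± 170 normalized counts in Vcam1+, 458 ± 34 in Tie2 low and 15 ± 11 in Tie2 high subFAPs (SD, n = 2), so the difference from Tie2 high is much larger than that from Tie2 low. *Mmp9* followed with 2.49 (standard error 0.51, adjusted p = 8.5e-04), then *Snai1* with 1.69 (standard error 0.13, adjusted p = 1.9e-08) and *Serpinh1* with 0.44 (standard error 0.13, adjusted p = 0.00933). *Serpinh1* was not past the threshold with RLE normalization (adjusted p = 0.0114) or a replicate block (adjusted p = 0.0116). For *Itgb1* the log2 fold change was 0.23 (adjusted p = 0.0108), not past the threshold in edgeR and past it in DESeq2 (adjusted p = 1.7e-04). With DESeq2 in place of edgeR, *Mmp13* moved furthest, to 4.70. The paper counts them among the genes that activate fibrosis.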

Other genes implicated in activation of fibrosis, such as *Snai1, Mmp13, Mmp9, Serpinh1, Stat1*, and *Itgb1* were also enriched in Vcam1+ subFAPs (Supplementary Fig. 4a). The heatmap also illustrated specific dynamics of expression of fibrosis-associated genes in Vcam1+ subFAPs along with the regeneration stages post-injury. 

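Of the 73 genes in the heatmap of Supplementary Fig. 4a, 72 were matched to the gene list by symbol and all 72 were tested. Between day 3 and day 1 in Vcam1+ subFAPs, 15 of them rose and 8 fell, from a log2 fold change of -4.47 for *Bmp7* to 5.71 for *Cxcr4*. Between MDX and day 3, 6 were higher in MDX and 5 lower. The tests compared 2 samples with 2, with the spread between replicates estimated over all conditions. The paper draws from the heatmap a time course of fibrosis-associated genes in Vcam1+ subFAPs.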

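Between day 1 and day 3 in Vcam1+ subFAPs, *Plau*, *Nfkb1*, *Mmp3* and *Cav1* fell past the threshold, with log2 fold changes from -1.40 for *Mmp3* to -0.94 for *Cav1*. *Plau* (ENSMUSG00000021822, chromosome 14 of GRCm38 from 20836660 to 20843385) went from 11344 ± 2051 to 4494 ± 791 normalized counts (SD, n = 2), a log2 fold change of -1.34 (standard error 0.21, adjusted p = 1.4e-04). Lower and not past it were *Tgif1*, *Myc*, *Cebpb*, *Smad7*, *Smad2*, *Itgb8* and *Eng*, with adjusted p-values from 0.0856 for *Itgb8* to 0.527 for *Smad7*. For *Plau* the largest shift came from leaving out WT-inj d1 Vcam1+ replicate 2, at -1.13. The paper reads these genes as a day 1 program that declines by day 3.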

For instance, some genes were abundantly expressed at day 1 post injury, but their expression declined at day 3 post injury (i.e., *Plau, Nfkb1, Tgif1, Myc, Cebpb, Serpine1, Smad7, Smad2, Mmp3, Itgb8, Cav1*, and *Eng*). Of note, most of these genes were also expressed at day 1 post injury in Tie2^low^ subFAPs, which was indeed the subpopulation that more closely clustered with Vcam1+ subFAPs (Supplementary Fig. 4a). 

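Against Tie2 low subFAPs of WT muscles, *Plau*, *Nfkb1*, *Tgif1*, *Myc*, *Cebpb*, *Mmp3* and *Cav1* were higher in Tie2 low subFAPs at day 1 post injury, and *Smad7*, *Smad2*, *Itgb8* and *Eng* were not past the threshold. *Myc* (ENSMUSG00000022346, chromosome 15 of GRCm38 from 61985391 to 61990374) had 451 ± 149 normalized counts in WT and 2753 ± 275 at day 1 (SD, n = 2), the largest change of these genes, with a log2 fold change of 2.601 (standard error 0.47, adjusted p = 2.1e-04). Leaving out WT Tie2 low replicate 1 brought that to 2.99. Distances were also taken on the 72 heatmap genes, with the log2 CPM of each gene scaled to a z-score across the subFAP samples. From Vcam1+ the distance was 7.2003 to Tie2 low and 11.416 to Tie2 high at day 1. It was 10.263 and 12.281 at day 3, and 10.584 and 13.546 in MDX muscles. These values are on another scale than the distances from bulk FAPs. The paper concludes from its clustering that Tie2 low is the subFAP nearest to Vcam1+.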

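From day 1 to day 3, *Lox*, *Serpinh1*, *Acta2*, *Mmp9* and *Foxm1* rose in Vcam1+ subFAPs. *Mmp9* (ENSMUSG00000017737, chromosome 2 of GRCm38 from 164940780 to 164955850) went from 19 ± 11 to 300 ± 19 normalized counts (SD, n = 2), a log2 fold change of 3.96 (standard error 0.65, adjusted p = 3.0e-04), and *Acta2* from 182 ± 15 to 2001 ± 186, at 3.45 (standard error 0.55, adjusted p = 1.6e-04). *Lox* had 16214 ± 3145 normalized counts already at day 1, and its log2 fold change was 1.54 (standard error 0.19, adjusted p = 9.5e-06). *Itgb1* and *Snai1* were not past the threshold, at 0.45 (adjusted p = 0.0104) and 0.24 (adjusted p = 0.664), and *Itgb1* passed it with DESeq2 (adjusted p = 5.2e-05) and with RLE normalization (adjusted p = 0.00828). The *Mmp9* value was shifted furthest by leaving out WT-inj d1 Vcam1+ replicate 1, which gave 4.72. The paper sets this second group of genes, on at day 3, against the first.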

By contrast, other fibrosis-associated genes were not expressed in Vcam1+ subFAPs at day 1 post injury, but showed a robust expression at day 3 post injury (i.e., *Stat1, Lox, Serpinh1, Acta2, Itbg1, Mmp9, Foxm1*, and *Snai1*). Moreover, few genes were already expressed in Vcam1+ subFAPs, but not in Tie2^low^ subFAPs, and were upregulated in Vcam1+ subFAPs at day 3 post injury (i.e., *Snail1, Mmp13*).

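At day 1 post injury *Mmp13* (ENSMUSG00000050578, chromosome 9 of GRCm38 from 7272514 to 7283331) had 613 ± 48 normalized counts in Vcam1+ and 112 ± 6 in Tie2 low subFAPs (SD, n = 2), a log2 fold change of 2.45 (standard error 0.54, adjusted p = 0.0102). For *Snai1* (ENSMUSG00000042821, chromosome 2 of GRCm38 from 167538195 to 167542814) they were 1298 ± 433 and 739 ± 20, at 0.81 (standard error 0.26, adjusted p = 0.102). From day 1 to day 3 in Vcam1+, *Mmp13* changed by 0.63 (standard error 0.50, adjusted p = 0.522) and *Snai1* by 0.24 (standard error 0.26, adjusted p = 0.664), and neither was past the threshold in either comparison in the main fit. *Mmp13* at day 1 passed it with DESeq2 (adjusted p = 0.0046), with a replicate block (adjusted p = 0.00689) and without the filter on low counts (adjusted p = 1.3e-14), as it did with protein-coding genes only, chosen after seeing the values (adjusted p = 0.00267). Without the filter *Snai1* at day 1 passed it too (adjusted p = 0.00232). For *Mmp13* at day 1, thinning every library to the smallest total made the largest shift, to 2.36 (adjusted p = 0.00431). The paper concludes that both genes are on in Vcam1+ before they rise at day 3.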

Interestingly, while the large majority of fibrosis-associated genes expressed in Vcam1+ and Tie2^low^ subFAPs at day 1 post injury were not expressed in Vcam1+ subFAPs isolated from mdx muscles, most of the genes upregulated in Vcam1+ subFAPs at day 3 post injury were also expressed in Vcam1+ subFAPs from mdx muscles (Supplementary Fig. 4a). 

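Over 11 genes of the day 1 group and 7 of the day 3 group, 4 were higher and 8 lower in Vcam1+ subFAPs of MDX muscles than at day 1, and 6 were not past the threshold. All 8 lower genes belong to the day 1 group. All 4 higher ones, *Acta2*, *Lox*, *Mmp9* and *Serpinh1*, belong to the day 3 group. *Lox* (adjusted p = 0.00754) and *Mmp9* (adjusted p = 0.00821) lie near the threshold, and *Mmp9* was not past it with a replicate block (adjusted p = 0.0104). Leaving out 1 replicate at a time gave 2.01 to 3.21 for *Mmp9*. The extremes were *Cebpb* (ENSMUSG00000056501, chromosome 2 of GRCm38 from 167688915 to 167690418), from 2765 ± 1105 normalized counts at day 1 to 333 ± 44 in MDX (SD, n = 2), with -3.05 (standard error 0.44, adjusted p = 3.4e-05), and *Acta2*, with 3.35 (standard error 0.55, adjusted p = 1.3e-04). The value of *Cebpb* was changed most by leaving out WT-inj d1 Vcam1+ replicate 2, to -2.56, and that of *Acta2* by leaving out MDX Vcam1+ replicate 1, to 3.17. From the heatmap the paper reports that a large majority of the day 1 genes is off and most day 3 genes are on in *mdx* Vcam1+ subFAPs. It also mentions a few day 1 genes still detected there.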

These gene expression dynamics suggests a progressive acquisition of a pro-fibrotic phenotype by Vcam1+ subFAPs during the regeneration process in response to acute injury, with a retention of late-stage (day 3 post injury) “transcriptional signatures” observed in Vcam1+ subFAPs of dystrophic muscles. 

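Between WT-inj d3 and MDX, 905 genes differed in Vcam1+ subFAPs, and between WT-inj d1 and MDX 2244 did, in edgeR's quasi-likelihood test at 2 samples against 2. Of the 72 heatmap genes, 11 differed in the first comparison and 34 in the second. The paper derives from these dynamics a progressive pro-fibrotic phenotype that is kept in dystrophic muscles.

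**Figure D5:**
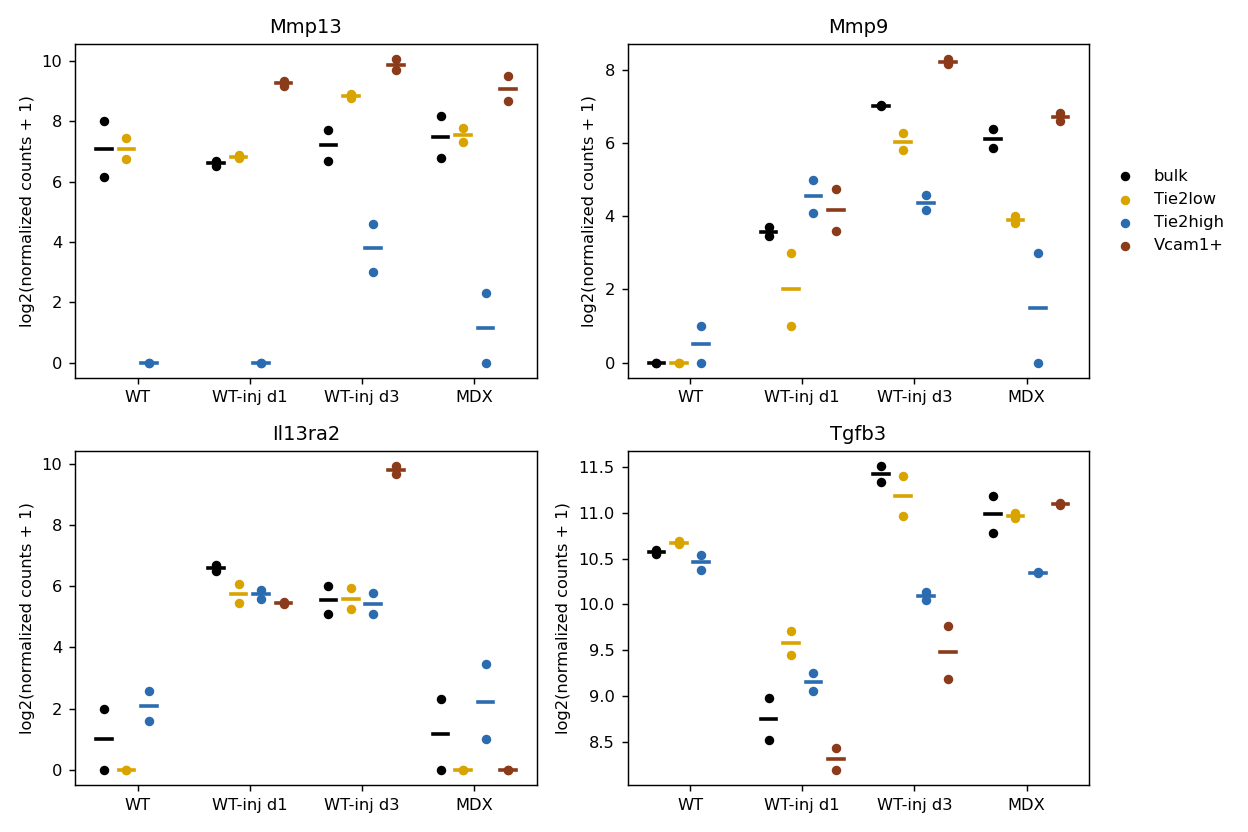
Log2 of normalized counts plus 1 for *Mmp13*, *Mmp9*, *Il13ra2* and *Tgfb3* in each population and state, with 1 dot per sample and a line at the mean of 2. *Il13ra2* is near 0 in MDX Vcam1+ and high at day 3, where its log2 fold change between the states is -12.80.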

The intermediate expression levels of some pro-fibrotic genes at day 3 post injury, as well as the detection of few day 1 post injury pro-fibrotic genes in Vcam1+ subFAPs from mdx muscles, are likely accounted for by the presence of asynchronously activated FAPs at different stages of transition through a continuum of cell states, that might reflect the response to repeated cycles of degeneration-regeneration process typically observed in DMD muscles. 

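In MDX muscles *Col1a1* (ENSMUSG00000001506, chromosome 11 of GRCm38 from 94936224 to 94953042) had 323323 ± 9814 normalized counts in Vcam1+, 259393 ± 1710 in Tie2 low and 142109 ± 8171 in Tie2 high subFAPs (SD, n = 2). Vcam1+ exceeded Tie2 high by a log2 fold change of 1.19 (standard error 0.21, adjusted p = 1.9e-04) for *Col1a1*, 0.83 (standard error 0.18, adjusted p = 0.00134) for *Col1a2* and 0.75 (standard error 0.18, adjusted p = 0.0045) for *Tgfb3*, while *Tgfb1* was not past the threshold (adjusted p = 0.0511). None of the 4 differed between Vcam1+ and Tie2 low, at 0.32 for *Col1a1* and 0.02 for *Tgfb1*. Between states within Vcam1+, *Tgfb3* alone was higher in MDX than at day 3 in the main fit, by 1.59 (standard error 0.19, adjusted p = 4.9e-06). *Col1a2* also passed with DESeq2 (adjusted p = 8.5e-04) and with protein-coding genes only in edgeR, chosen after seeing the values (adjusted p = 0.00402). Against day 1, *Col1a1*, *Col1a2* and *Tgfb3* were higher in MDX, *Col1a1* by 2.80 (standard error 0.22, adjusted p = 8.8e-09). Among the alternatives, leaving out MDX Tie2 high replicate 1 shifted *Col1a1* against Tie2 high most, to 1.25. The paper takes these genes as markers of matrix deposition by *mdx* Vcam1+ subFAPs.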

Moreover, markers of fibrotic deposition in the extracellular matrix (ECM), such as *Col1a1* and *Col1a2*, as well as *Tgfb1* and *Tgfb3*, were preferentially expressed in Vcam1+ (and moderately in Tie2^low^) subFAPs only from mdx muscles. 

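*Il13ra2* (ENSMUSG00000031289, chromosome X of GRCm38 from 147383476 to 147429192) fell from 892 ± 112 normalized counts at day 3 to 0 ± 0 in MDX Vcam1+ subFAPs (SD, n = 2), with a log2 fold change of -12.80 (standard error 1.13, adjusted p = 4.1e-07). *Timp1* went from 20135 ± 4530 to 3023 ± 156, at -2.74 (standard error 0.27, adjusted p = 5.0e-07), and *Lox* from 46997 ± 4144 to 27102 ± 3537, at -0.79 (standard error 0.19, adjusted p = 0.0089). Against day 1, *Il13ra2* changed by -8.42 (standard error 1.31, adjusted p = 1.3e-04) and *Timp1* by -2.09 (standard error 0.27, adjusted p = 6.3e-06), while *Lox* was higher in MDX, by 0.74 (standard error 0.19, adjusted p = 0.00754). The *Lox* difference from day 3 lies near the threshold. It was not past it with a replicate block (adjusted p = 0.0101), with thinned libraries (adjusted p = 0.0142) or in any of the 4 fits that each left out 1 replicate, where it ran from -0.94 to -0.67. The *Lox* difference from day 1 was no longer past it in 3 of 4 such fits. The value of *Il13ra2* was moved most by thinning every library to the smallest total, to -12.24. The paper proposes that such genes separate dystrophic Vcam1+ subFAPs from their counterparts after acute injury.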

On the other hand, the lack of expression in Vcam1+ subFAPs from mdx muscles of certain genes that were expressed in Vcam1+ subFAPs from regenerating muscles post-acute injury (i.e., *IL13ra2, Timp1*, and *Lox*) suggests that disease-specific transcriptional profiles can discriminate dystrophic Vcam1+ subFAPs from the regeneration-activated counterpart.

Of note, this analysis also revealed clusters of genes mainly involved in inflammation, but only indirectly implicated in fibrosis (*Ccr2, Ccl3, Il1b, Jun, Cxcr4*, and *Tnf*) that were selectively expressed in Tie2^low^ and Tie2^high^ subFAPs at day 3 post injury. 

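At day 3 post injury *Il1b* (ENSMUSG00000027398, chromosome 2 of GRCm38 from 129364570 to 129371139) had 289 ± 184 normalized counts in Tie2 high, 197 ± 124 in Tie2 low and 77 ± 29 in Vcam1+ subFAPs (SD, n = 2). Against the same subFAP of WT muscles, 3 of the 6 genes were higher in Tie2 high, *Il1b*, *Ccl3* and *Cxcr4*, and 2 in Tie2 low, *Ccl3* and *Ccr2*. The log2 fold change of *Il1b* in Tie2 high was 11.17 (standard error 2.59, adjusted p = 0.00468) and that of *Ccl3* in Tie2 low 9.93 (standard error 2.27, adjusted p = 0.00559). Against Vcam1+ subFAPs of the same day all 6 genes had higher values in both, from 0.61 for *Jun* to 2.84 for *Ccl3* in Tie2 high and from 0.98 to 3.20 in Tie2 low. None was past the threshold of 0.01 in the main edgeR fit. DESeq2 passed *Jun* in Tie2 low (adjusted p = 8.3e-04) and *Cxcr4* in Tie2 high (adjusted p = 0.00944). In edgeR without the filter on low counts *Jun* passed it in Tie2 low (adjusted p = 5.3e-07) and in Tie2 high (adjusted p = 0.00835). In Tie2 low *Jun* also passed with thinned libraries (adjusted p = 0.00792) and with protein-coding genes only, chosen after seeing the values (adjusted p = 0.00401). The value of *Ccl3* in Tie2 low was moved most by DESeq2 in place of edgeR, to 9.01, which is not past the threshold (adjusted p = 0.211), nor is *Ccl3* in Tie2 high with DESeq2 (adjusted p = 0.232). With a replicate block *Ccl3* in Tie2 high was not past it either (adjusted p = 0.01004). Leaving out 1 replicate at a time moved *Cxcr4* in Tie2 high against WT between 3.45 and 10.17. The paper describes this inflammatory cluster as selective for Tie2 low and Tie2 high at day 3.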

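The 10 genes *Bmp4*, *Bmp6*, *Bmp7*, *Wnt5a*, *Wnt10b*, *Wnt11*, *Smpd3*, *Igfbp5*, *Myoc* and *Tek* were compared between Tie2 high and the mean of Tie2 low and Vcam1+ subFAPs of injured and MDX muscles. Of these, 8 were higher in Tie2 high, and *Bmp4* and *Wnt5a* were not past the threshold, at 0.14 (adjusted p = 0.802) and 0.16 (adjusted p = 0.568). The largest difference was that of *Wnt10b* (ENSMUSG00000022996, chromosome 15 of GRCm38 from 98770712 to 98778150), at 6.00 (standard error 0.52, adjusted p = 4.4e-08), which DESeq2 in place of edgeR moved to 6.36. The paper reports a cluster of BMP signaling genes in Tie2 high.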

Likewise, another cluster of genes preferentially expressed in Tie2^high^ subFAPs was enriched in genes implicated in the BMP signaling, as also anticipated by the single cell analysis (Fig. 1c) and previous works^19,25^. Among these genes, we noticed the expression of a well-known inhibitor of fibrosis, *Bmp7*^36^, which might explain the low pro-fibrotic profile of these cells.

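*Bmp7* (ENSMUSG00000008999, chromosome 2 of GRCm38 from 172868012 to 172940321) had 524 ± 84 normalized counts in Tie2 high and 54 ± 4 in Tie2 low subFAPs of WT muscles (SD, n = 2). At day 3 post injury they were 184 ± 22, 87 ± 24 and, in Vcam1+, 0 ± 0. Its log2 fold change in Tie2 high against the mean of the other subFAPs was 4.91 (standard error 0.41, adjusted p = 3.3e-08), and with DESeq2 in place of edgeR it was 4.98, the largest change among the alternatives. The paper considers *Bmp7* a possible reason for the low pro-fibrotic profile of Tie2 high.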

Collectively, RNA-seq analysis of subFAPs predicts specific biological functions during regeneration in response to acute injury and reveals pathological gene expression signatures of subFAPs in dystrophic muscles.

### Distinct subFAPs associate with neonatal and adult myogenesis

Among the functional interactions predicted by the RNA-seq analysis (Fig. 3), the interplay between subFAPs and the inflammatory infiltrate was emerging as a nodal exchange of regulatory signals that determines whether muscles are repaired by SC-mediated regeneration or by fibrotic deposition.

To further investigate the relationship between subFAPs, inflammatory response, SC-mediated myofiber formation, and fibrosis, we compared the subFAPs activation profile during muscle regeneration either in the presence or absence of inflammatory infiltrate. We have monitored subFAPs profiles following an acute muscle injury, a condition in which SC activation is associated with the presence of an inflammatory infiltrate, as well as during neonatal muscle growth, in which SC activation is uncoupled from an inflammatory response. We observed a robust activation of Tie2-expressing subFAPs during neonatal myogenesis at days 8–10 after birth, while no activation of Vcam1+ subFAPs was observed, in striking contrast with the Vcam1+ expansion during regeneration post-acute injury (Fig. 4a, b, Supplementary Fig. 4b, see also Fig. 2). This evidence points to inflammatory infiltrate as a major determinant of Vcam1+ subFAP activation.

**Fig. 4:**
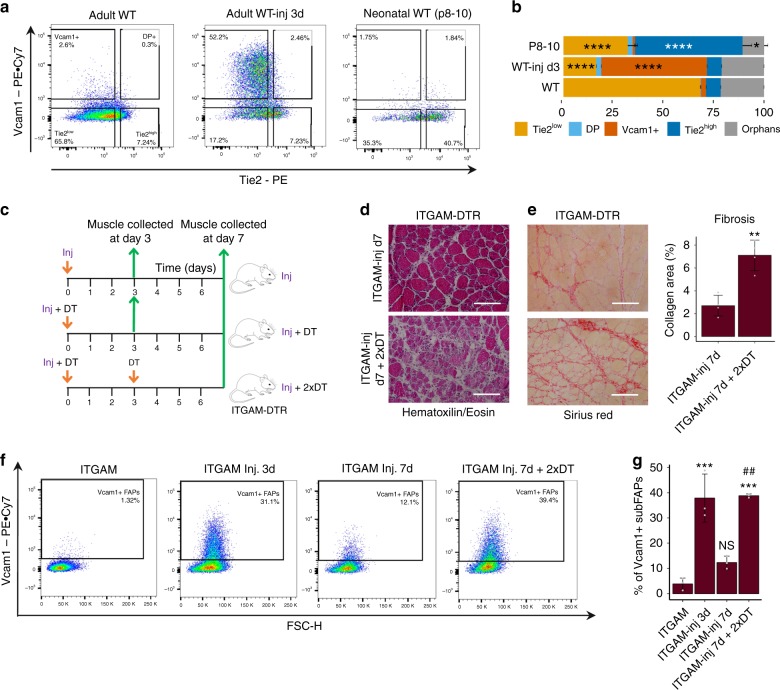
SubFAPs are distinctly associated with neonatal and injury-induced myogenesis. **a** Representative FACS plots of FAPs analyzed based on Tie2 and Vcam1 expression in adult wild type (WT), adult WT notexin-injured day 3 (WT-inj d3) and neonatal WT C57Bl/6J mice (postnatal day 8–10). FAPs were isolated from hindlimb muscles. **b** Distribution of subpopulations in each experimental condition by FACS analysis (mean + s.e.m., *n* = 6 (three independent experiments, each including biological duplicates), *P < 0.05, ****P < 0.0001). Statistical significance was determined by one-way ANOVA with Bonferroni post hoc test, and comparisons to the WT control group are reported. **c** Experimental design of the macrophage depletion study. ITGAM-DTR mice were used for this study. Acute muscle injury (Inj) was induced with either NTX (10 µl of 10 µg/ml notexin) or CTX (10 μl of 10 μM cardiotoxin). Macrophage depletion was achieved with diphtheria toxin (DT) injection (12 ng/g) at the time points indicated. Muscles were collected at day 0, 3 or 7 after injury. **d**, **e** Hematoxylin/Eosin (**d**) and Sirius Red (**e**-left panel) stainings of gastrocnemius muscle sections 7 days after an acute injury (ITGAM-inj d7) and 7 days after an acute injury in the context of macrophage depletion (ITGAM-inj d7 + 2xDT). Quantification of fibrosis in muscle sections stained with Sirius Red (**e**-right panel; *n* = 4, mean + s.d., *t*-test, **P < 0.01). Scale bar 200 µm. **f** Representative FACS plots profiles of Vcam1+ cells within FAPs population. **g** Percentage of Vcam1+ FAPs in the conditions analyzed in **f**. Statistical significance was determined by one-way ANOVA with Bonferroni post hoc test, and only comparisons to the control ITGAM (*) and to ITGAM-Inj. 7d (#) groups are reported (mean + s.d., *n* = 3 independent experiments, ANOVA, ***P < 0.001, ##*P* < 0.01)

Previous studies have shown how the inflammatory infiltrate regulates the muscle regeneration process at multiple levels^27,37^, including macrophage-mediated clearance of FAPs during the resolution of the regeneration process in order to prevent fibrosis^17^. Defective clearance of FAPs by macrophages has been reported in dystrophic muscles, in association with a chronic inflammation and fibrosis^15^. We used a mouse model of macrophage depletion, the ITGAM-DTR/EGFP (hereafter referred to as ITGAM-DTR) mice, to further investigate the regulatory role of macrophage on Vcam1+ subFAPs clearance. In this mouse model the diphtheria toxin receptor (DTR) and green fluorescent protein (EGFP) are expressed under the control of the human *ITGAM* (integrin alpha M) promoter (*CD11b*), and macrophage depletion can be induced by intraperitoneal (ip) injection of diphtheria toxin (DT)^27,37^. As the macrophage population tends to be restored by day 4 post-DT administration^27^, sequential DT injections every 3 days led to a persistent perturbation of macrophage dynamics, consisting of a reduction of macrophages (Fig. 4c and Supplementary Fig. 4c, d), with a residual population detected that is likely accounted for by resumption of early pro-inflammatory (M1) macrophages^25^. This led to an altered clearance of cell infiltration, persistence of necrosis and formation of fibrotic lesions that were detected in muscles at 7 days post injury (Fig. 4d, e). The impact of macrophage depletion on Vcam1+ subFAPs clearance from muscles following acute injury was then evaluated by FACS-mediated cell isolation from muscles of ITGAM-DTR mice exposed to injury followed by sequential injections of DT or control (PBS). DT-mediated alteration of macrophage dynamics resulted in the aberrant retention of Vcam1+ subFAPs in muscles at day 7 post injury (Fig. 4f, g and Supplementary Fig. 4e). This evidence further emphasizes the functional relationship between the inflammatory infiltrate, the regulation of Vcam1+ subFAP and the formation of fibrotic scars during chronic, pathological regeneration (i.e., DMD).

Finally, we evaluated whether the dynamics of subFAPs typically observed in unperturbed conditions was skewed toward an enrichment in Vcam1+ subFAPs in diaphragm of mdx mice at early stages of disease progression (6 weeks old mice), compared to age-matched control (WT) mice. The diaphragm is an involuntary muscle subjected to continuous contraction cycles that permit breathing. As such, it is invariably used from birth and is therefore the earliest muscle to develop fibrosis during DMD progression, showing the most pronounced accumulation of fibrotic areas^15^. Diaphragms of 6-week-old-WT mice exhibited a higher ratio between Tie2^high^ and Tie2^low^ subFAPs, compared to the limb muscles used for the previous analysis, presumably because of more intense contractile activity and younger age (compare Supplementary Fig. 4f-g with Fig. 2d). Remarkably, mdx diaphragms exhibited a significant reduction in percentage of Tie2^high^ subFAPs and a proportional increase in Vcam1+ subFAPs (Supplementary Fig. 4f, g).

## Discussion

Single cell gene expression profiling of FAPs revealed that the relative expression levels of two cell surface markers, Tie2 and Vcam1, can be exploited for the prospective isolation by FACS of three subpopulations of FAPs that exhibit distinct dynamics of appearance in muscles upon specific environmental cues (neonatal muscle growth, adult homeostasis, and regeneration by acute or chronic injury).

While Tie2-expressing subFAPs (either Tie2^low^ or Tie2^high^) account for the vast majority of resident FAPs in unperturbed muscles, Vcam1 expression marks an injury-activated subpopulation that was functionally associated with the presence of an inflammatory infiltrate. We found that the relative levels of Tie2 expression resolve Tie2-expressing FAPs into two subpopulations, Tie2^low^ and Tie2^high^ subFAPs that show distinct dynamic profiles during muscle regeneration following acute injury or during neonatal muscle growth. The overlap in the gene expression profiles of all subFAPs (including common FAP surface markers, such as Sca1, Pdgfrα, and CD90)^4,11,21,38^ together with the emergence of transcriptional signatures that discriminate the various subFAPs upon muscle perturbation suggest that subFAPs range through a spectrum of cell states that are in dynamic transition. SubFAPs are regulated by signals that also trigger SC expansion and differentiation into myofibers, either within the neonatal muscle growth or during adult life (i.e., muscle repair in response to acute injury). This is consistent with previous studies from Goldhamer lab that identified Tie2+ progenitor cells also expressing the FAP markers Pdgfrα and Sca-1 and displaying an adipogenic potential^19,25^. It is therefore likely that during development the bulk of FAPs consists of Tie2-expressing cells, and an initial bifurcation from this lineage could be provided by an expansion of Tie2^high^ subFAPs observed in concomitance with SC amplification and muscle growth during neonatal life. While the upregulation of Tie2 (coding for the Angiopoietin receptor) suggests that enhanced response to Angiopoietin might contribute to this process, future studies are required to determine the molecular regulation of Tie2^low^-to-Tie2^high^ transition.

The appearance of Vcam1+ subFAPs in adult life coincides with muscle perturbations associated with an inflammatory response, e.g., regeneration of injured myofibers. Thus, two distinct types of FAP activation can occur during SC expansion and formation of new muscles, in response to different stimuli; while neonatal myogenesis appears dominated by a selective activation of Tie2^high^ subFAPs, during adult life injury-activated muscle regeneration triggers a more complex response that includes sequential and partially overlapping waves of macrophages, as well as other inflammatory cells, and a spectrum of FAP functional states that include both Tie2^high^ and Vcam1+ subFAPs.

The different abundance and kinetic of appearance of Tie2^high^ and Vcam1+ subFAPs, together with the dynamic gene expression profiles revealed by RNA-seq analysis of subFAPs, suggest that they represent distinct cellular states of a functional continuum within a broader cell population (bulk FAPs) that enables muscles to adapt to the diversity of demands imposed by various types of muscle perturbations. In particular, the emergence of Vcam1+ subFAPs during adult life, in association with the inflammatory response to muscle injury, indicates a transition toward a pro-fibrotic state consistent with the requirement of a transient deposition of extracellular matrix to promote asymmetric division of SC within a defined temporal window, a mechanism that enables adult skeletal muscles to regenerate in response to repeated injuries^39,40^. Of note, this process is compromised in SC from DMD muscles, because of deregulation of intrinsic and/or extrinsic properties^6,41^. We propose that Vcam1+ subFAPs accumulation in DMD muscles and the ensuing formation of fibrotic scars, possibly caused by pathological behavior of macrophages, can also contribute to impair SC activity at late stages of disease.

The association of Vcam1+ subFAPs with inflammation and fibrosis, and their pro-fibrotic gene expression profile, suggest that they are candidate cells for the origin of myofibroblasts—the direct effectors of fibrosis^42^. However, we note that Vcam1+ subFAP can be discriminated from resident fibroblasts by their ability to undergo adipogenesis in vitro, upon culture with adipogenic medium, a unique biological property that currently defines FAPs. Our experience with culturing of subFAPs ex vivo isolated from their physiological context indicates that subFAPs rapidly lose their identity and are extremely unstable. While the instability of subFAPs in vitro is consistent with their dynamic transition from one state to another in response to regulatory signals, it should also warn against potential biases in the interpretation of data generated from prolonged ex vivo cultures of FAPs, where signals from serum growth factors replace the regulatory cues in vivo. While these caveats have complicated so far the identification of specialized subpopulations, our analysis of the transcriptional profile of FAPs immediately after their isolation have revealed the existence of subFAPs that represent a spectrum of cellular states highly responsive to environmental cues, such as inflammation. Indeed, our data sets from the single cell gene expression analysis and RNA-seq of subFAPs provide criteria for a molecular definition of subFAPs in dynamic transition that would not be otherwise captured by current standard assays, such as adipogenic differentiation.

This study discloses a previously unappreciated complexity of FAP biology by revealing their dynamic specialization into subFAPs in physiological and disease conditions, and provides the foundation for future strategies targeting specific subFAP in order to further determine their role in vivo.

## Methods

### Animals and in vivo procedures

All protocols were approved by the Sanford Burnham Prebys Medical Discovery Institute (SBP) Animal Care and Use Committee (IACUC) and the Italian Ministry of Health, National Institute of Health (IIS) and Santa Lucia Foundation (Rome). Mice were age, sex, and strain matched. Normal wild-type (wt) C57Bl/10 and mdx (C57Bl/10 and C57Bl/6J) mice were purchased from the Jackson laboratory. C57Bl/6J and ICR/HaJ mice colonies were maintained in SBP vivarium. Acute injury and muscle regeneration were induced in 2–3-month-old wt C57/BL10 or C57/BL6J by intramuscular injection of 10 µl of 10 μg/ml notexin (NTX, Sigma) into the tibialis anterior (TA), gastrocnemius or quadriceps. Alternative acute muscle injury was performed by intramuscular injection of 10 µl of 10 µM cardiotoxin (CTX, Sigma) into TA muscles. Mice were killed post injury at the time points indicated in figures. For postnatal myogenesis studies, hindlimb muscles from 8 to 10 days old pups were utilized. For experiments using diaphragms, 6-week-old normal wt C57Bl/6J and mdx C57Bl/6J mice were used.

ITGAM-DTR mice were obtained from the Jackson Laboratory. Tibialis anterior (TA) and gastrocnemius (GA) muscles of young (8–12 weeks) ITGAM-DTR mice were injured by intramuscular (IM) injection of notexin (NTX) or cardiotoxin (CTX), as described above. The administration of the diphtheria toxin (DT) (Sigma) was done by intraperitoneal (ip) injection of 200 µl of DT solution (12 ng/per gram of body weight; diluted in PBS) prior to muscle injury (3–4 h before NTX or CTX administration). As monocyte/macrophage population is restored by day 4 following a single intraperitoneal dose of DT, mice were subjected to a second injection of DT at day 3 after injury. DT- and vehicle-treated mice were killed at 7 days post injury and hindlimb muscles were collected for cell isolation and histological assessment of muscle regeneration and fibrosis progression.

### FACS-mediated isolation of FAPs and Macrophages

FAPs for single cell analysis were isolated from diaphragm and hindlimb skeletal muscles (as indicated on the figures) by fluorescence-activated cell sorting (FACS), as previously described^20^. Briefly, hindlimb muscles were mechanically minced and enzymatically digested in FACS buffer (HBSS (Gibco) containing 0.4 mM CaCl_2_ and 5 mM MgCl_2_, 0.2% (w/v) bovine serum albumin (BSA) (IgG-free, protease-free, Jackson ImmunoResearch)) containing 2 mg/ml (0.45 U/ml) Collagenase A (Roche) and 2.4 U/ml Dispase I (Roche) for 45–50 min at 37 °C in a rotating water bath. Cell suspension was diluted with FACS buffer and filtered through 70 µm nylon cell strainer (BD Falcon). Cells were immune-labeled with primary antibodies anti-CD31-PacificBlue (RM5228, Life Technologies, 4 µg/ml), anti-CD45-eFluor450 (clone 30-F11, eBioscience, 4 µg/ml), anti-Ter119-eFluor450 (clone TER-119, eBioscience, 4v µg/ml), anti-Sca-1-FITC (clone E13-161.7, BD Pharmingen, 10 µg/ml), CD34-Alexa Fluor 647 (clone RAM34, BD Pharmingen, 10 µg/ml) and anti-α7 integrin-PE (clone R2F2, AbLab, 2 µg/ml) for 30 min at 4 °C, in a FACS buffer. Cells were washed and resuspended in FACS Buffer and filtered through 40 µm strain filter. FxCycle^TM^ Violet Stain (Life Technologies) was used to label dead cells. Flow cytometry analysis and cell sorting were performed on a FACSAria instrument, and the data were analysed by FACSDiva 6.1.3 software and by FlowJo. Live FAPs were isolated as Ter119-/CD45-/CD31-/α7-integrin-/ CD34+/Sca-1+ cells.

FAPs subpopulations were isolated from diaphragm and hindlimb muscles as described above and sorted by FACS after immune labeling as follows, using the primary antibodies anti-CD31-PacificBlue (RM5228, Life Technologies, 2 µg/ml), anti-CD45-eFluor450 (clone 30-F11, eBioscience, 4 µg/ml), anti-Ter119-eFluor450 (clone TER-119, eBioscience, 4 µg/ml), anti-Sca-1-FITC (clone E13-161.7, BD Pharmingen, 10 µg/ml), anti-α7 integrin- Alexa Fluor 647 (clone R2F2, AbLab, 4 µg/ml), anti-Tie2-PE (clone TEK4, BioLegend, 8 µg/ml), and anti-Vcam1-PE•Cy7 (clone 429 MVCAM.A, BioLegend, 1 µg/ml) for 45 min at 4 °C, in a FACS Buffer containing 10% goat serum. After the immune-staining cells were processed for FACS analysis as described above. FMO controls were prepared with aliquots of cells. Single color controls were prepared using UltraComp eBeads (eBioscience).

Flow Cytometry studies were performed at the Sanford Burnham Prebys Medical Discovery Institute Flow Cytometry Core using LSRFortessa X-20 cell analyzer and FACSAria sorter (BD), and the data were analysed by FACSDiva 6.1.3 software.

For macrophage isolation, hindlimb skeletal muscles were processed as described above and analyzed by FACS in LSRFortessa X-20, but also in DAKO-Cytomation MoFlo High Speed Sorter, analysing data by Summit V4.3 software (Beckman Coulter). The staining- protocol is identical and the following antibodies were used: anti-CD45-eFluor450 (clone 30-F11, eBioscience), anti-CD11b-PE-Cy7 (clone M1/70, eBioscience, 1:200), anti-F4/80-PE (clone BM8, eBioscience, 1:50), and anti-GR1-e780 (clone RB6-8C5, eBioscience, 1:200).

All FACS data were further analysed by FlowJo version 10.0.4 (FlowJo LLC).

### Single cell capture and cDNA preparation

C1 Single-Cell Auto Prep System (Fluidigm) was used for isolation of FAPs single cell RNA (isolated from male mice), following the manufacturer’s protocol (#100-4904, Fluidigm), using 10–17 µm medium size C1 IFC. Integrity of captured FAPs on the C1 IFC was determined under the confocal microscope. Captured cells were lysed and the RNA was reverse transcription and cDNA was pre-amplified using DELTAgene Assays targeting 87 selected genes (Supplementary Table 1).

### BioMark real-time PCR on single cell cDNA

Collected pre-amplified cDNA was analysed by real-time PCR using Fast Gene Expression Analysis protocol with EvaGreen® on the BioMark HD System with 87 selected gene-specific assays (Supplementary Table 1) (protocol #68000088, Fluidigm), skipping the exonuclease I treatment of C1 collected cDNA^20^.

### Single cell gene expression data analysis

Data analysis after BioMark qPCR is described in detail in our Methods and Protocols chapter^20^. Briefly, we manually checked for data quality in the BioMark RT-PCR analysis software and we extracted the data. Data manipulation was performed in R, where we first eliminated all the data marked as “Fail” in the CtCall.

During the quality control of single cell gene expression data analysis, genes that failed qPCR reactions and cells that either did not express FAP identification markers (Sca1 and Pdgfra) or expressed SC markers (Itga7) or endothelial marker (Pecam1/CD31) were excluded from the data set in order to avoid the inclusion of cell types different from FAPs in the analysis. We then calculated the gene expression level as Log_2_Ex (Log_2_Ex = Ct_(LOD)_-Ct_(gene)_) and set low expressing cells (Log_2_Ex < 0) to zero. We used a LOD of 24, as estimated by Livak et al.^43^. All graphs were produced in R. SOM analysis was performed with kohonen package in R (v2.0.19).

### RNA isolation and qPCR analysis

RNA from FAPs was extracted using miRNeasy Micro kit (Qiagen) following the manufacturer’s protocol, including DNase treatment of the samples. cDNA was synthetized using QuantiTect Reverse Transcription kit (Qiagen) and analysed by real-time quantitative PCR (RT-PCR) using SYBR Green PCR Master Mix (Applied Biosystems), using primers provided in Supplementary Table 2. Relative expression was calculated using 2^−∆ct^ method^44^, *Gapdh* housekeeping gene expression was used to normalize gene expression.

### RNA sequencing

SubFAPs and FAPs were isolated from hindlimb muscles of C57Bl/10 male mice in two independent experiments. The number of cells ranged between 7700 and 230,000. RNA from FAPs was extracted using miRNeasy Micro kit (Qiagen) following the manufacturer’s protocol. RNA was shipped to the sequencing facility as dry pellet in RNAstable® (Biomatrica). The libraries for sequencing were prepared using Ovation SoLo RNA-Seq System by NuGEN.

For each experimental condition two independent experiments were carried out for the isolation of RNA. All biological duplicates are from different cohorts of mice, sorted at different times.

### RNA sequencing data processing

For sequencing alignment, we used the human reference genome assembly GRCm38/mm10 (http://ftp.ensembl.org/pub/release-76/fasta/mus_musculus/dna/), while for transcriptome annotation we used the version 85 of the GRCm38 (http://ftp.ensembl.org/pub/release-85/gtf/mus_musculus/Mus_musculus.GRCm38.85.gtf.gz).

We used the FASTQC package (v0.11.3) to assess the quality of sequenced libraries. All passed quality control.

Because, we were using the Ovation SoLo RNA-Seq System by NuGEN, we adhered to the manual suggestions and trimmed 5 bases from the 5′ of the sequences.

Reads were mapped to the reference genome using TopHat2 v.2.1.1^45^. We used the following non-default TopHat2 parameters: -p 48 -g 1 --library-type fr-firststrand. The number of mapped reads ranged between 23 and 44 × 10^6^ and the percentage of mapping was between 79 and 92%.

The quality control of the reads distribution along transcripts was performed using infer-experiment.py from RSeQC package v2.6.3^46^. All samples had a uniform distribution of reads along transcripts.

The sequenced read counts per annotated gene were derived with the use of htseq-count script distributed with HTSeq v0.5.4p5^47^. We used the R library package DESeq2 v.1.12.4^48^ for measuring differential gene expression between two different cell conditions, considering the two RNA-Seq experiments as biological replicates. We picked genes with adjusted *p*-value < 0.01.

Gene ontology analysis was performed using Ingenuity pathway analysis (IPA; http://www.1ingenuity.com). All graphs were produced in R.

Public RNA-seq data from mouse tissue-resident fibroblasts were downloaded from GEO with accession numbers GSM1223640 and GSM1223641 (cardiac fibroblasts), GSM521651 (lung fibroblasts), GSM2500874, GSM2500875 and GSM2500876 (synovial fibroblasts), and GSM2067698, GSM2067699 and GSM2067700 (skin fibroblasts) (see Supplementary Table 3). Data sets from Satellite cells (SRR7075694, SRR7075695, SRR7075698, SRR7075699, SRR7075710, SRR7075711), and macrophages (SRR7075704, SRR7075705, SRR7075706, SRR7075707, SRR7075708, SRR7075709) were kindly provided by S. Consalvi and V. Saccone (Iannotti et al., in preparation). Data were aligned on mm10 version of UCSC mouse genome with Tophat2 and quantified with htseq-count. Counts data from all conditions were filtered based on their raw count, keeping only those where the sum of the counts for all samples is higher than 1, then normalized and logged with DESeq2 v.1.4.5 rlog function, and samples were clustered according to the 50% most variable genes with hclust function, using Pearson correlation coefficient as distance and complete as linkage, respectively, in R-3.1.0.

### Histological and immunofluorescence analyses

Muscle cryosections were fixed in 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MO, USA) and stained with Haematoxylin/Eosin solution (Sigma-Aldrich), according to standard procedure.

Fibrosis was measured using Sirius Red staining protocol. Briefly, muscle cryosections were fixed in bouin solution 1 h at 56 °C. Sections were stained in Picro-Sirius red solution for 1 h at RT protected from light. After a brief washing in acidified water, sections were fixed in 100% ethanol and the final dehydration was performed in xylene 100%. Sections were mounted with EUKITT® and visualized using a Nikon Eclipse 90i. Fibrotic index was calculated as the percentage of red positive areas using Image J software. The figures reported are representative of all the examined fields.

### Statistics

Statistical analysis was performed in GraphPad Prism 7 (GraphPad Software Inc, La Jolla, CA, USA). Comparisons between two groups were tested using an unpaired *t*-test. Comparisons between multiple groups were tested using one-way ANOVA and Bonferroni post hoc tests. Differences were considered significant at the *P* < 0.05 level.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

RNA-seq data supporting the findings of this study have been deposited in the GEO data repository under the accession code GSE100474. Other data that support the findings of this study are available under the accession codes GSM1223640, GSM1223641, GSM521651, GSM2500874, GSM2500875, GSM2500876, GSM2067698, GSM2067699,GSM2067700, SRR7075694, SRR7075695, SRR7075698, SRR7075699, SRR7075704, SRR7075705, SRR7075706, SRR7075707, SRR7075708, SRR7075709, SRR7075710, SRR7075711.

# Supplementary material for: Dynamics of cellular states of fibro-adipogenic progenitors during myogenesis and muscular dystrophy
**Source:** Nat Commun. 2018 Sep 10;9:3670. doi: 10.1038/s41467-018-06068-6
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY INFORMATION**

**Dynamics of cellular states of Fibro-Adipogenic Progenitors  
during myogenesis and muscle disease**

Barbora Malecova, Sole Gatto, Usue Etxaniz, Magda Passafaro, Amy Cortez, Chiara Nicoletti, Lorenzo Giordani, Alessio Torcinaro, Marco De Bardi, Silvio Bicciato, Francesca De Santa, Luca Madaro, Pier Lorenzo Puri

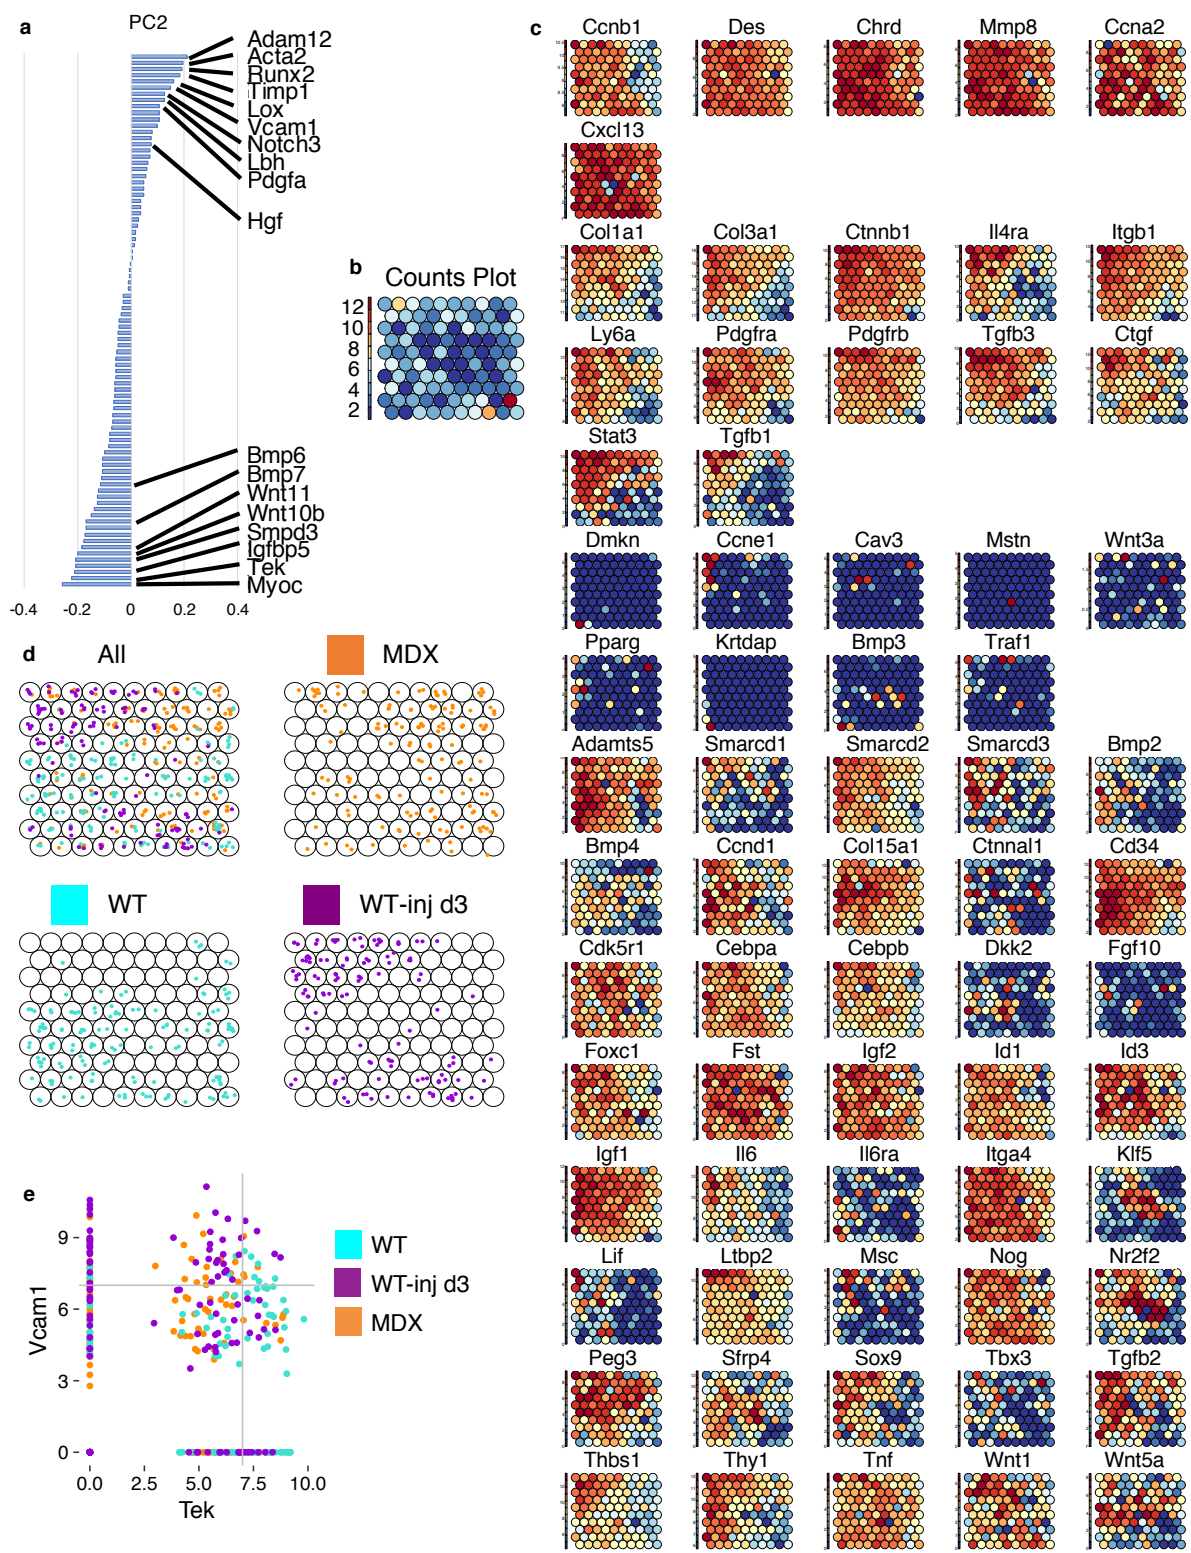

**Supplementary Figure 1** (related to figure 1). **Self Organizing Maps (SOM) clustering of FAPs**

- a.** Principal component 2 sorted gene loadings. Genes showed in Figure 1B are highlighted here.
- b.** Self Organizing Maps (SOM) scheme with colors representing the number of cells in each cluster (circle).
- c.** SOM representation of gene expression in clusters of single FAP cells for all the genes in the analysis (except the ones shown in Fig. 1b). Expression is measured as  $\text{Log}_2\text{Ex}$  ( $\text{Log}_2\text{Ex} = \text{Ct}_{(\text{LOD})} - \text{Ct}_{(\text{gene})}$ ) with  $\text{LOD} = 24$  (Limit Of Detection) and  $\text{Ct} = \text{Cycle threshold}$ .
- d.** Distribution of each single cell color-coded for experimental condition in the SOM representation.
- e.** Expression scatterplot of *Tek* and *Vcam1* gene expression. Cut-off is set at 7  $\text{Log}_2\text{Ex}$  for both genes based on the SOM graph (Fig. 1b). The color coding represents the experimental conditions.

**a Gating strategy for FACS-mediated subFAPs isolation**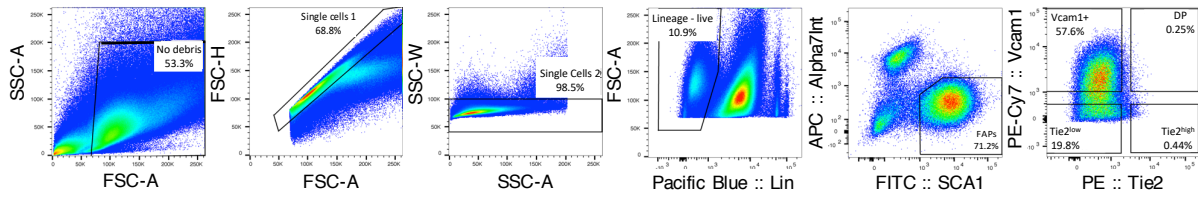**b FMO controls**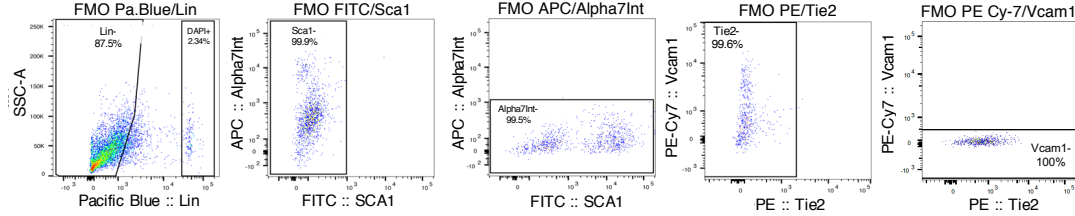**c Purity of isolated subFAPs**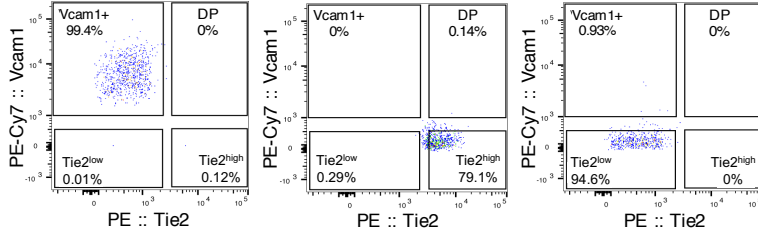**d qPCR after sort in WT-inj d3**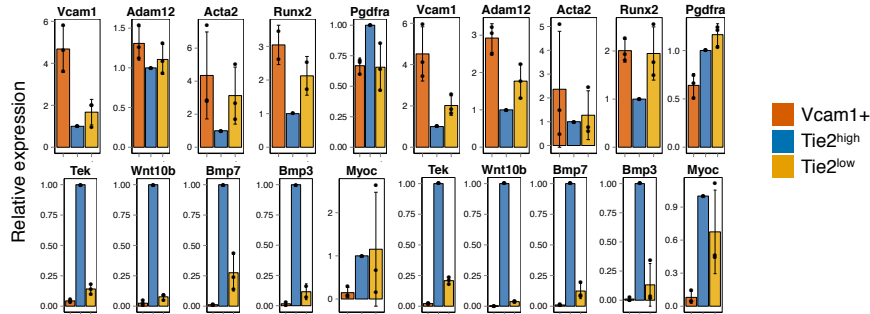**qPCR after sort in MDX**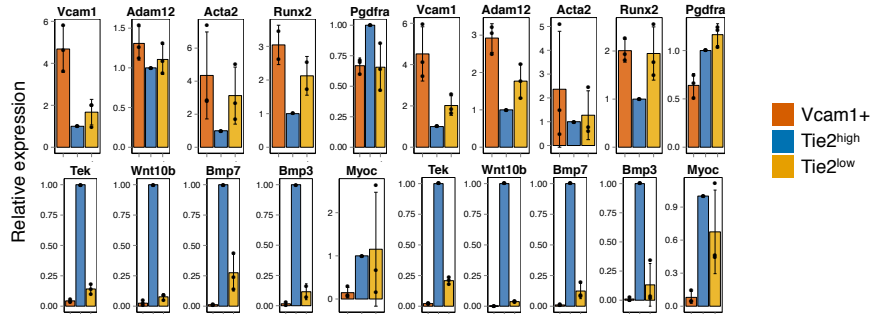**e ICR model**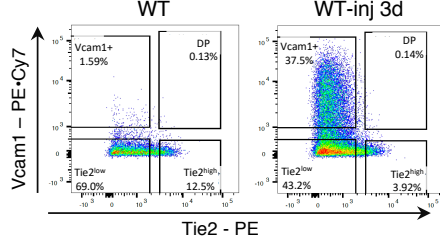**f % population**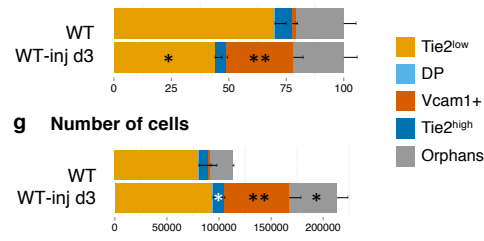**g Number of cells**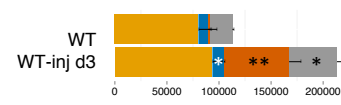**h qPCR after sort in WT-inj d3**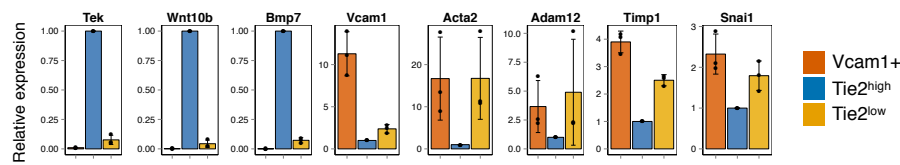

**Supplementary Figure 2** (related to figure 2). **FACS-based isolation and validation of subFAPs**

**a.** Representative FACS profiles showing the FACS strategy for Vcam1 and Tie2 based isolation of FAP subpopulations. **b.** FMO control for FACS-mediated FAPs isolation for setting of the gates. **c.** Purity of isolated FAPs subpopulations. **d.** Gene expression validation in FACS-isolated FAPs subpopulations by RT-PCR with primers listed in Supplementary Table 2 (mean + s.d., n=3; relative expression to Tie2 normalized to *Gapdh* gene). **e.** Representative FACS plots of FAPs expression of Tie2 and Vcam1 in wild type (WT) and WT notexin-injured day 3 (WT-inj d3) derived from *ICR/HaJ* mouse strain. FAPs were isolated from hind limb muscles. **f.** Distribution of subpopulations in each experimental condition after FACS sort (mean + s.e.m., n=3, Student's t-test, \*p-value (P) < 0.05; \*\*P < 0.01). **g.** Number of cells in each experimental condition belonging to the subpopulations after FACS sort (mean + s.e.m., n=3, Student's t-test, \*P < 0.05; \*\*P < 0.01). **h.** Gene expression validation in FACS-isolated FAPs subpopulations by RT-PCR with primers listed in Supplementary Table 2 (mean + s.d.; n=3; relative expression to Tie2 normalized to *Gapdh* gene).

See Supplementary Data 1 for the raw data and statistics for Supplementary Figures 2d, f, g and h.

a

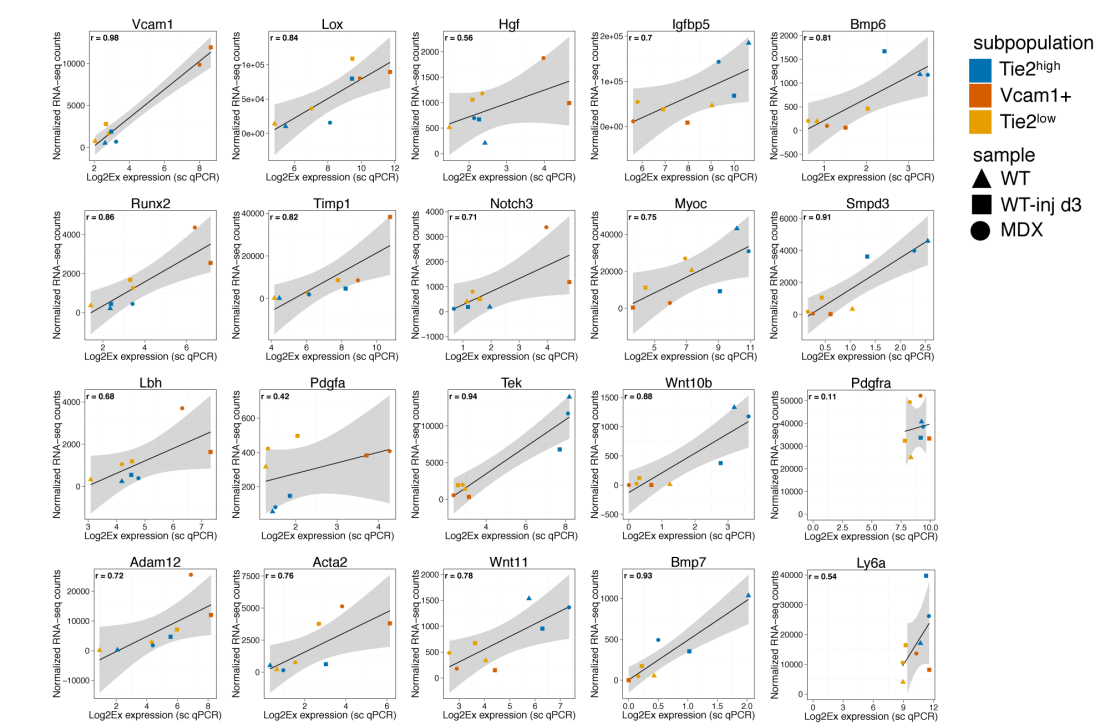

b

DE genes with adjusted p-value < 0.01 – All SubFAPs compared to all bulks

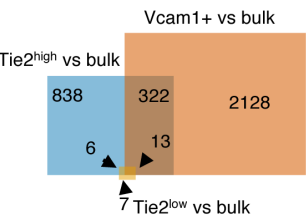

c

DE genes with adjusted p-value < 0.01 – For each biological sample, subFAPs comparisons to bulk

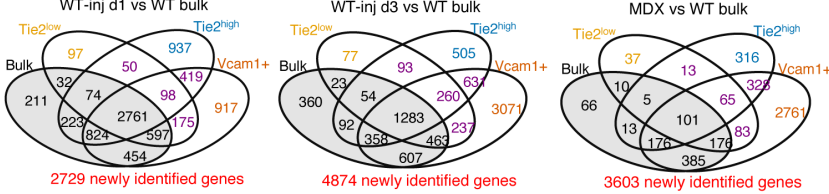

d

Unsupervised clustering of RNA-seq profiles

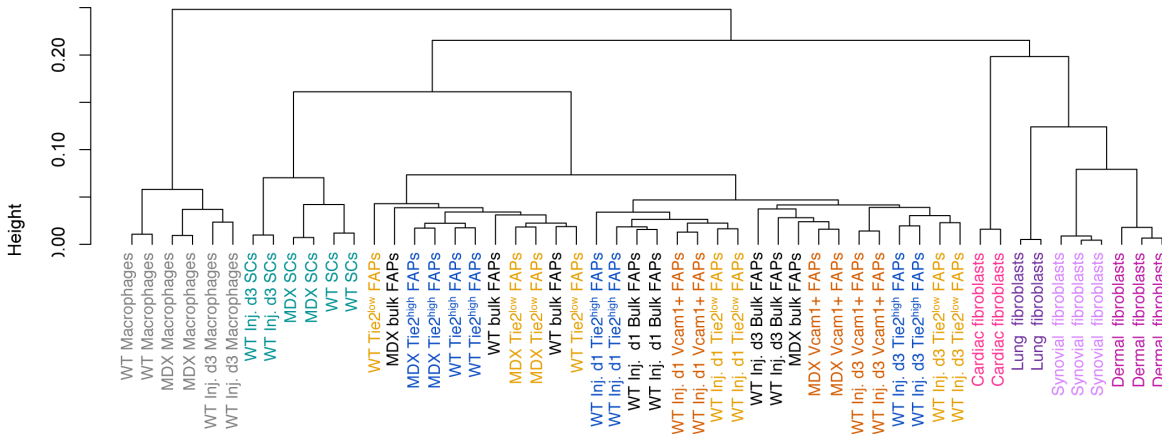

**Supplementary Figure 3** (related to figure 3). **Transcriptome analysis of subFAPs**

**a.** Correlation between RNA-seq normalized counts and averaged single cell gene expression (Log2Ex) for each subpopulation in each experimental condition. **b.** Venn diagram showing the overlap among the differentially expressed genes in FAPs subpopulations compared to Bulk FAPs. **c.** Venn diagrams showing the overlap among the differentially expressed genes in FAP subpopulations in each treatment condition (WT-inj d1, WT-inj d3 and MDX) compared to bulk WT FAPs. **d.** Unsupervised clustering of various mouse cell types: bulk FAPs (black), subFAPs (Vcam1+ in brown, Tie2<sup>high</sup> in blue, Tie2<sup>low</sup> in gold), satellite cells (SC) (dark teal), macrophages (grey) in the different conditions (WT, MDX, injury day 1 and day 3) and mouse tissue-resident fibroblasts (cardiac in pink, lung in purple, synovial in lavender, dermal in plum).

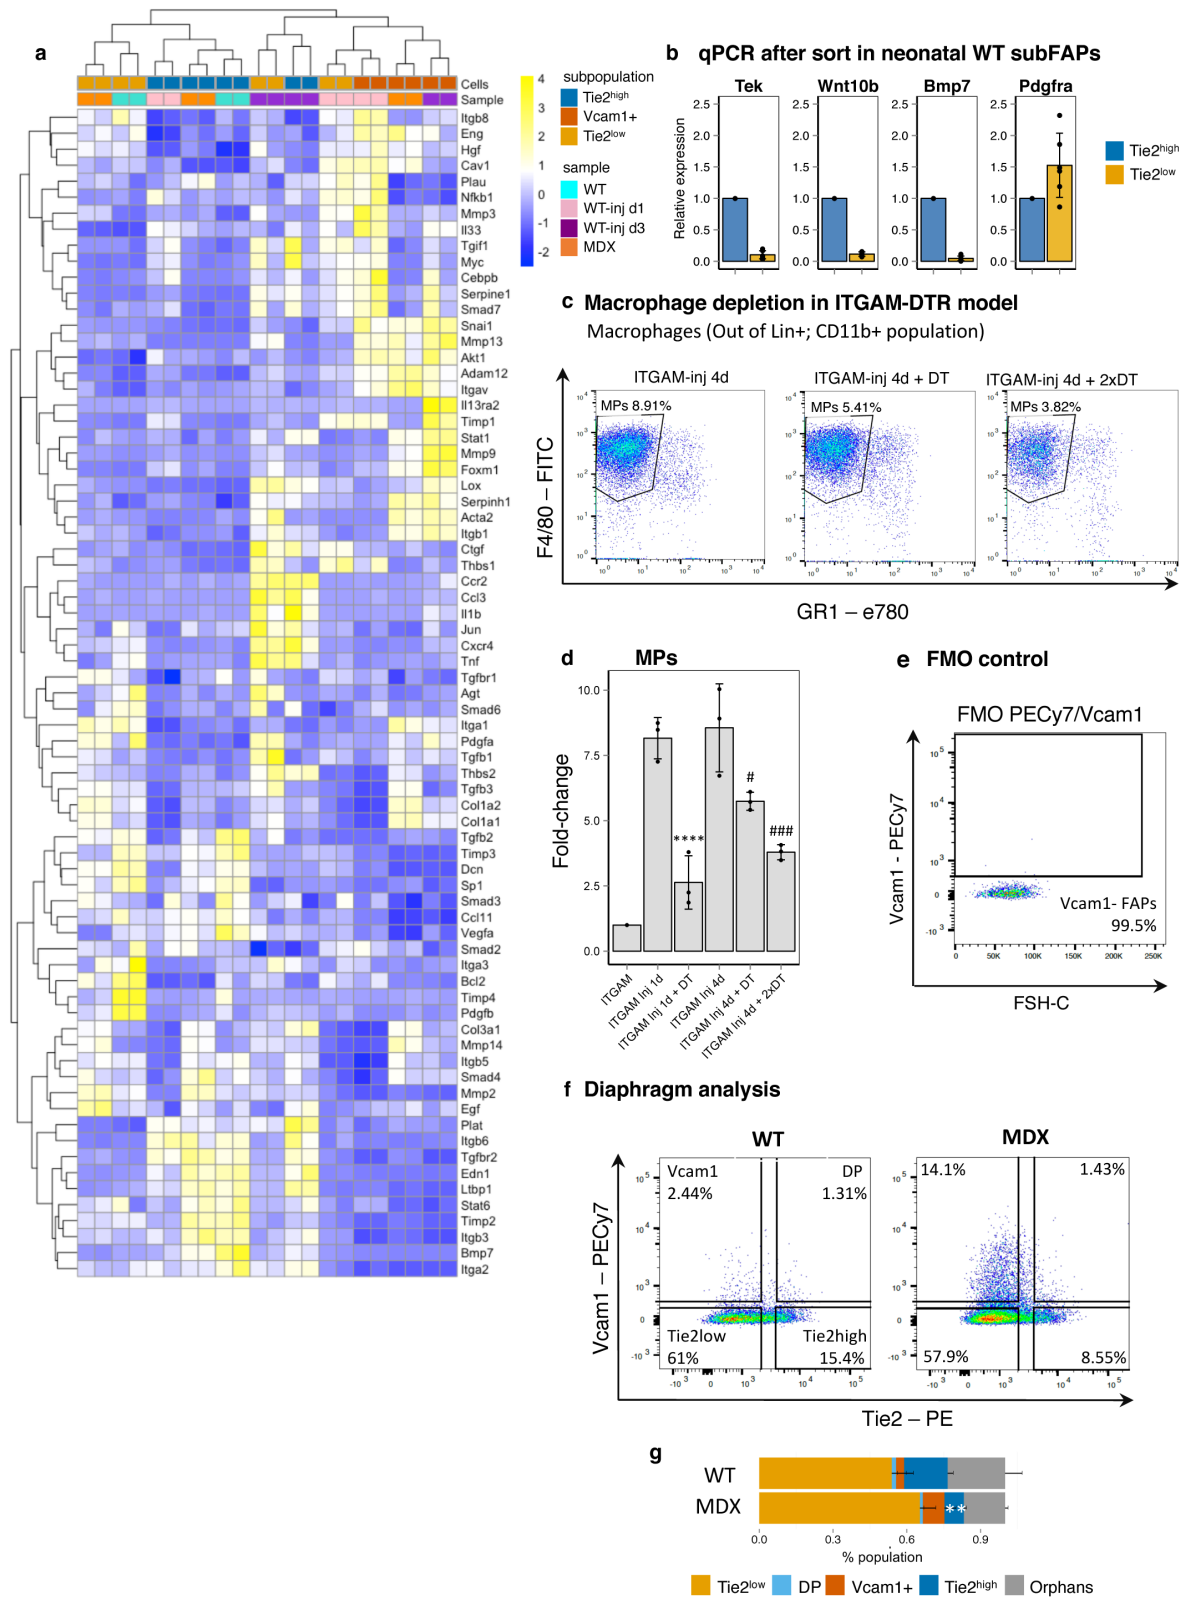

**Supplementary Figure 4** (related to figure 3 and 4). **Analysis of subFAPs in different experimental conditions**

**a.** Gene expression heatmap for fibrosis-related genes in the FAPs subpopulations. Gene expression is represented as z-score calculated across the rows. **b.** Gene expression validation in FACS-isolated neonatal FAPs subpopulations by RT-PCR with primers listed in Supplementary Table 2 (mean + s.d.; n=6; relative expression to Tie2 normalized to *Gapdh* gene). **c.** FACS-profile showing macrophage (MP) depletion 96h (4d) after acute muscle injury (inj) in single-injection and double-injection of diphtheria toxin (DT) versus PBS treated ITGAM mice. Macrophages were identified as F4/80+GR1- cells in the CD45+CD11b+ population. **d.** Quantification of macrophages by FACS 0, 24h (1d) and 96h (4d) days after an acute muscle injury in animals treated with single dose of DT, double-dose of DT or vehicle treated (Fold change based on the percentage of MPs out of live cells, ratio vs. control). Statistical significance was determined by one-way ANOVA with Bonferroni post hoc test, and only comparisons to the untreated groups ITGAM Inj.d1 (\*) and ITGAM Inj.4d (#) are reported (mean + s.d., n=3 independent experiments, ANOVA, \*\*\*\*P<0.0001, #P <0.05, ###P <0.001). **e.** Vcam1 FMO control for the sort in Figure 4f. **f.** Representative FACS plots of FAPs expression of Tie2 and Vcam1 in wild type (WT) and mdx mice. FAPs were isolated from diaphragms. **g.** Distribution of subpopulations in each experimental condition by FACS (mean + s.d., n=3, Student's t-test, \*\*P < 0.01).

See Supplementary Data 1 for the raw data and statistics for Supplementary Figures 4b, d and g.

**Supplementary Table 1:** List of Delta gene assays (Fluidigm) used in single cell gene expression profiling analysis.

| Target Gene Symbol | Assay ID    | Design RefSeq | Blast Hits  | Gene Aliases                                            | Gene Full Name                                                                                                | References |
|--------------------|-------------|---------------|-------------|---------------------------------------------------------|---------------------------------------------------------------------------------------------------------------|------------|
| Acta2              | GEA00043612 | NM_007392.2   | NM_007392.2 | Actvs/a-SMA/SMalpha A/alphaSMA/0610041G09Rik            | actin, alpha 2, smooth muscle, aorta                                                                          | 1          |
| Adam12             | GEA00049236 | NM_007400.2   | NM_007400.2 | Mltna/mKIAA4001                                         | a disintegrin and metallopeptidase domain 12 (meltrin alpha)                                                  | 1,2        |
| Adamts5            | GEA00042705 | NM_011782.2   | NM_011782.2 | ASMP-2/ADAMTS1/ADAM-TS5/ADAMTS11/AI481094/9530092O11Rik | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 5 (aggrecanase-2) | 3          |
| Bmp2               | GEA00012008 | NM_007553.2   | NM_007553.2 | Bmp2a/AI467020                                          | bone morphogenetic protein 2                                                                                  | 4          |
| Bmp3               | GEA00012010 | NM_173404.3   | NM_173404.3 | 9130206H07/9530029I04Rik                                | bone morphogenetic protein 3                                                                                  | 3          |
| Bmp4               | GEA00013254 | NM_007554.2   | NM_007554.2 | Bmp-4/Bmp2b/Bmp2b1/Bmp2b-1                              | bone morphogenetic protein 4                                                                                  |            |
| Bmp6               | GEA00013255 | NM_007556.2   | NM_007556.2 | Vgr1/D13Wsu115e                                         | bone morphogenetic protein 6                                                                                  | 3          |
| Bmp7               | GEA00013256 | NM_007557.2   | NM_007557.2 | OP1                                                     | bone morphogenetic protein 7                                                                                  | 1          |
| Cav3               | GEA00031914 | NM_007617.2   | NM_007617.2 | Cav-3/M-cav/AI385751/M-caveolin/caveolin-3              | caveolin 3                                                                                                    | 3          |
| Ccna2              | GEA00011724 | NM_009828.2   | NM_009828.2 |                                                         | cyclin A2                                                                                                     |            |
| Ccnb1              | GEP00059972 | NM_172301.3   | NM_172301   |                                                         | cyclin B1                                                                                                     |            |
| Ccnd1              | GEA00007896 | NM_007631.2   | NM_007631.2 |                                                         | cyclin D1                                                                                                     |            |
| Ccne1              | GEA00011728 | NM_007633.2   | NM_007633.2 |                                                         | cyclin E1                                                                                                     |            |

| Target Gene Symbol | Assay ID    | Design RefSeq    | Blast Hits                       | Gene Aliases                                      | Gene Full Name                                        | References |
|--------------------|-------------|------------------|----------------------------------|---------------------------------------------------|-------------------------------------------------------|------------|
| Cd34               | GEA00011730 | NM_001111105.9.1 | NM_133654.3/<br>NM_001111105.9.1 | AU040960                                          | CD34 antigen                                          | 5          |
| Cdk5r1             | GEA00012174 | NM_009871.2      | NM_009871.2                      | p25/p35/Cdk5r/<br>D11Bwg0379e                     | cyclin-dependent kinase 5, regulatory subunit 1 (p35) | 3          |
| Cebpa              | GEA00011742 | NM_007678.3      | NM_007678.3                      | Cebp/CBF-A/C/ebpalph                              | CCAAT/enhancer binding protein (C/EBP), alpha         |            |
| Cebpb              | GEA00022507 | NM_009883.3      | NM_009883.3                      | LAP/LIP/CRP2/NF-M/Nfil6/NF-IL6/IL-6DBP/C/EBPbeta  | CCAAT/enhancer binding protein (C/EBP), beta          |            |
| Chrd               | GEA00049273 | NM_009893.2      | NM_009893.2                      | Chd                                               | chordin                                               |            |
| Col15a1            | GEA00050330 | NM_009928.3      | NM_009928.3                      |                                                   | collagen, type XV, alpha 1                            | 3          |
| Col1a1             | GEA00011837 | NM_007742.3      | NM_007742.3                      | Col1a1/Mov13/Col1a-1/Mov-13/Col1a-1               | collagen, type I, alpha 1                             | 1          |
| Col3a1             | GEA00050479 | NM_009930.2      | NM_009930.2                      | Ms10w/Col3a-1/MMS10-W/AW550625/mKIAA4231          | collagen, type III, alpha 1                           | 1          |
| Ctgf               | GEA00012830 | NM_010217.2      | NM_010217.2                      | Ccn2/Hcs24/Fisp12/fisp-12                         | connective tissue growth factor                       | 1          |
| Ctnnal1            | GEA00048479 | NM_018761.3      | NM_018761.3                      | ACRP/C86009/Catnal1/AI616177/AW545119             | catenin (cadherin associated protein), alpha-like 1   | 3          |
| Ctnnb1             | GEA00011832 | NM_007614.3      | NM_00116590.2.1/NM_007614.3      | Bfc/Mesc/Catnb                                    | catenin (cadherin associated protein), beta 1         |            |
| Cxcl13             | GEA00037774 | NM_018866.2      | NM_018866.2                      | BLC/Angie/BCA-1/BLR1L/ANGIE2/Scyb13/4631412M08Rik | chemokine (C-X-C motif) ligand 13                     | 3          |
| Des                | GEA00011857 | NM_010043.1      | NM_010043.1                      |                                                   | desmin                                                |            |
| Dkk2               | GEA00022976 | NM_020265.4      | NM_020265.4                      |                                                   | dickkopf homolog 2 (Xenopus laevis)                   | 3          |

| Target Gene Symbol | Assay ID    | Design RefSeq  | Blast Hits                                                          | Gene Aliases                                                              | Gene Full Name                               | References |
|--------------------|-------------|----------------|---------------------------------------------------------------------|---------------------------------------------------------------------------|----------------------------------------------|------------|
| Dmkn               | GEA00048692 | NM_001166173.1 | NM_001166174.1/NM_001166173.1/NM_028618.2/NM_172899.4               | SK30/SK89/cl-36/AW561900/C130074A08/110014F24Rik                          | dermokine                                    | 3          |
| Fgf10              | GEA00013272 | NM_008002.4    | NM_008002.4                                                         | AEY17/Fgf-10/BB213776/Gsfaey17                                            | fibroblast growth factor 10                  | 3          |
| Foxc1              | GEA00033152 | NM_008592.2    | NM_008592.2                                                         | ch/Mf1/Mf4/Fkh1/fkh-1/FREAC3/frkhda                                       | forkhead box C1                              | 3          |
| Fst                | GEP00056734 | NM_008046.2    | NM_008046                                                           | AL033346                                                                  | follicle-stimulating hormone receptor        | 3,6        |
| Hgf                | GEA00048519 | NM_010427.4    | NM_010427.4                                                         | NK1/NK2/HGF/SF/SF/HGF/C230052L06Rik                                       | hepatocyte growth factor                     |            |
| Id1                | GEA00011760 | NM_010495.2    | NM_010495.2                                                         | Idb1/bHLHb24/AI323524/D2Wsu140e                                           | inhibitor of DNA binding 1                   |            |
| Id3                | GEA00017854 | NM_008321.2    | NM_008321.2                                                         | Idb3/Hlh462/bHLHb25                                                       | inhibitor of DNA binding 3                   |            |
| Igf1               | GEA00012060 | NM_001111274.1 | NM_001111276.1/NM_00111275.1/NM_010512.4/NM_184052.3/NM_001111274.1 |                                                                           | insulin-like growth factor 1                 |            |
| Igf2               | GEA00022766 | NM_010514.3    | NM_001122737.1/NM_001122736.1/NM_010514.3                           |                                                                           | insulin-like growth factor 2                 |            |
| Igfbp5             | GEA00038090 | NM_010518.2    | NM_010518.2                                                         | IGFBP-5/AI256729/AW208790/IGFBP-5P                                        | insulin-like growth factor binding protein 5 | 3          |
| Il4ra              | GEA00045406 | NM_001008700.3 | NM_001008700.3                                                      |                                                                           | interleukin 4 receptor, alpha                |            |
| Il6                | GEA00003392 | NM_031168.1    | NM_031168.1                                                         | Il-6                                                                      | interleukin 6                                | 3          |
| Il6ra              | GEA00011763 | NM_010559.2    | NM_010559.2                                                         | Il6r/CD126/IL-6R                                                          | interleukin 6 receptor, alpha                | 3          |
| Itga4              | GEA00022934 | NM_010576.3    | NM_010576.3                                                         | CD49D                                                                     | integrin alpha 4                             | 3          |
| Itga7              | GEA00049568 | NM_008398.2    | NM_008398.2                                                         | [a]7/alpha7                                                               | integrin alpha 7                             | 5          |
| Itgb1              | GEA00012870 | NM_010578.2    | NM_010578.2                                                         | CD29/Fnrb/gpIIa/Gm9863/AA409975/AA960159/4633401G24Rik/ENSMUSG00000051907 | integrin beta 1 (fibronectin receptor beta)  | 3          |

| Target Gene Symbol | Assay ID    | Design RefSeq   | Blast Hits                   | Gene Aliases                                                                               | Gene Full Name                                           | References |
|--------------------|-------------|-----------------|------------------------------|--------------------------------------------------------------------------------------------|----------------------------------------------------------|------------|
| Klf5               | GEA00018009 | NM_009769.4     | NM_009769.4                  | CKLF/IKLF/Bte b2/4930520J07 Rik                                                            | Kruppel-like factor 5                                    | 7          |
| Krtdap             | GEA00040820 | NM_00103313 1.3 | NM_00103313 1.3              | Kdap/sk221                                                                                 | keratinocyte differentiation associated protein          | 3          |
| Lbh                | GEA00036846 | NM_029999.4     | NM_029999.4                  | 1810009F10Rik/6720416L16 Rik                                                               | limb-bud and heart                                       | 3          |
| Lif                | GEA00012874 | NM_00103953 7.1 | NM_008501.2/ NM_00103953 7.1 |                                                                                            | leukemia inhibitory factor                               | 3          |
| Lox                | GEA00013188 | NM_010728.2     | NM_010728.2                  | rrg/TSC-160/AI893619                                                                       | lysyl oxidase                                            |            |
| Ltbp2              | GEA00013410 | NM_013589.3     | NM_013589.3                  | AW208642/MG C144212                                                                        | latent transforming growth factor beta binding protein 2 | 3          |
| Ly6a               | GEA00022516 | NM_010738.2     | NM_010738.2                  | TAP/Sca1/Sca-1/Ly-6A.2/Ly-6A/E/Ly-6E.1                                                     | lymphocyte antigen 6 complex, locus A                    | 5          |
| Mmp8               | GEA00044800 | NM_008611.4     | NM_008611.4                  | BB138268                                                                                   | matrix metalloproteinase 8                               |            |
| Msc                | GEA00035730 | NM_010827.2     | NM_010827.2                  | MyoR/bHLHa2 2                                                                              | musculin                                                 | 3          |
| Mstn               | GEA00022584 | NM_010834.2     | NM_010834.2                  | Cmpt/Gdf8                                                                                  | myostatin                                                |            |
| Myoc               | GEA00036949 | NM_010865.3     | NM_010865.3                  | TIGR/GLC1A/AI957332                                                                        | myocilin                                                 | 3          |
| Nog                | GEA00011845 | NM_008711.2     | NM_008711.2                  |                                                                                            | noggin                                                   | 3          |
| Notch3             | GEA00012083 | NM_008716.2     | NM_008716.2                  | N3/hpbk/AW229011                                                                           | notch 3                                                  |            |
| Nr2f2              | GEA00013339 | NM_009697.3     | NM_009697.3/ NM_183261.3     | EAR3/ARP-1/SVP40/Aporp1/COUPTFB/C OUP-TF2/Tcfcou2/ COUP-TFII/2700033K 02Rik/9430015 G03Rik | nuclear receptor subfamily 2, group F, member 2          | 3          |
| Pdgfa              | GEA00012905 | NM_008808.3     | NM_008808.3                  |                                                                                            | platelet derived growth factor, alpha                    | 3          |

| Target Gene Symbol | Assay ID    | Design RefSeq  | Blast Hits                                | Gene Aliases                                          | Gene Full Name                                                                                    | References |
|--------------------|-------------|----------------|-------------------------------------------|-------------------------------------------------------|---------------------------------------------------------------------------------------------------|------------|
| Pdgfra             | GEA00009066 | NM_001083316.1 | NM_011058.2/<br>NM_001083316.1            | CD140a/Pdgfr-2/AI115593                               | platelet derived growth factor receptor, alpha polypeptide                                        | 3,8;       |
| Pdgfrb             | GEA00012906 | NM_008809.2    | NM_008809.2/<br>NM_001146268.1            | Pdgfr/CD140b/PDGFR-1/AI528809                         | platelet derived growth factor receptor, beta polypeptide                                         | 3          |
| Pecam1             | GEA00011820 | NM_001032378.1 | NM_001032378.1/NM_008816.2                | Cd31/Pecam/C85791/PECAM-1                             | platelet/endothelial cell adhesion molecule 1                                                     | 5          |
| Peg3               | GEA00044156 | NM_008817.2    | NM_008817.2                               | Pw1/End4/ASF-1/Gcap4/Zfp102/AL022617/mKIAA0287        | paternally expressed 3                                                                            | 9,10       |
| Pparg              | GEA00011774 | NM_011146.3    | NM_001127330.1/NM_011146.3                | Nr1c3/PPARgamma/PPAR-gamma/PPARgamma2/PPAR-gamma2     | peroxisome proliferator activated receptor gamma                                                  | 3          |
| Runx2              | GEA00011825 | NM_001146038.1 | NM_001145920.1/NM_009820.4/NM_001146038.1 | Cbf/LS3/AML3/Osf2/Cbfa1/Cbfa-1/PEBP2aA/Pebp2a1/Pebp2a | runt related transcription factor 2                                                               | 7          |
| Sfrp4              | GEA00012110 | NM_016687.3    | NM_016687.3                               |                                                       | secreted frizzled-related protein 4                                                               | 3          |
| Smarcd1            | GEA00018090 | NM_031842.2    | NM_031842.2                               | Baf60a/D15Kz1/AA407987                                | SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 1 | 3          |
| Smarcd2            | GEA00018464 | NM_031878.2    | NM_001130187.1/NM_031878.2                | Baf60b/AW322457                                       | SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 2 | 3          |

| Target Gene Symbol | Assay ID    | Design RefSeq  | Blast Hits                                  | Gene Aliases                                | Gene Full Name                                                                                    | References |
|--------------------|-------------|----------------|---------------------------------------------|---------------------------------------------|---------------------------------------------------------------------------------------------------|------------|
| Smarcd3            | GEA00046924 | NM_025891.3    | NM_025891.3                                 | BAF60C/1500001J14Rik/2210409C08Rik          | SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 3 | 3          |
| Smpd3              | GEA00044291 | NM_021491.3    | NM_021491.3                                 | fro/nSMase2/Al427456/AW537966/4631433G07Rik | sphingomyelin phosphodiesterase 3, neutral                                                        | 3          |
| Sox9               | GEA00037224 | NM_011448.4    | NM_011448.4                                 | AV220920/mKlAA4243/2010306G03Rik            | SRY-box containing gene 9                                                                         | 7          |
| Stat3              | GEA00003674 | NM_213659.2    | NM_213660.2/<br>NM_213659.2/<br>NM_011486.4 | Aprf/AW109958/1110034C02Rik                 | signal transducer and activator of transcription 3                                                |            |
| Tbx3               | GEA00018044 | NM_198052.1    | NM_198052.1/<br>NM_011535.2                 | D5Erd189e                                   | T-box 3                                                                                           |            |
| Tek                | GEA00012935 | NM_013690.2    | NM_013690.2                                 | Hyk/Tie2/tie-2/Cd202b/AA517024              | endothelial-specific receptor tyrosine kinase                                                     | 4,8        |
| Tgfb1              | GEA00003840 | NM_011577.1    | NM_011577.1                                 | Tgfb/Tgfb-1/TGFbeta1/TGF-beta1              | transforming growth factor, beta 1                                                                | 1          |
| Tgfb2              | GEA00022864 | NM_009367.3    | NM_009367.3                                 | Tgfb-2/BB105277/Tgf-beta2                   | transforming growth factor, beta 2                                                                | 1          |
| Tgfb3              | GEA00013326 | NM_009368.3    | NM_009368.3                                 | Tgfb-3                                      | transforming growth factor, beta 3                                                                | 1          |
| Thbs1              | GEA00023044 | NM_011580.3    | NM_011580.3                                 | TSP1/TSP-1/tbsp1/Thbs-1                     | thrombospondin 1                                                                                  | 1          |
| Thy1               | GEA00013325 | NM_009382.3    | NM_009382.3                                 |                                             | thymus cell antigen 1, theta                                                                      |            |
| Timp1              | GEA00012943 | NM_001044384.1 | NM_011593.2/<br>NM_001044384.1              | Clgi/Timp/TIMP-1                            | tissue inhibitor of metalloproteinase 1                                                           | 3          |
| Tnf                | GEA00003864 | NM_013693.2    | NM_013693.2                                 | DIF/Tnfa/TNFSF2/Tnfsf1a/TNFalpha/TNF-alpha  | tumor necrosis factor                                                                             |            |
| Traf1              | GEA00022533 | NM_009421.3    | NM_009421.3                                 | 4732496E14Rik                               | TNF receptor-associated factor 1                                                                  |            |

| Target Gene Symbol | Assay ID    | Design RefSeq | Blast Hits  | Gene Aliases           | Gene Full Name                             | References |
|--------------------|-------------|---------------|-------------|------------------------|--------------------------------------------|------------|
| Vcam1              | GEA00013392 | NM_011693.3   | NM_011693.3 | CD106/Vcam-1           | vascular cell adhesion molecule 1          |            |
| Wnt1               | GEA00012118 | NM_021279.4   | NM_021279.4 | sw/Int-1/Wnt-1/swaying | wingless-related MMTV integration site 1   | 5          |
| Wnt10b             | GEA00012122 | NM_011718.2   | NM_011718.2 | Wnt12                  | wingless related MMTV integration site 10b | 3          |
| Wnt11              | GEA00012124 | NM_009519.2   | NM_009519.2 |                        | wingless-related MMTV integration site 11  | 3          |
| Wnt3a              | GEA00012129 | NM_009522.2   | NM_009522.2 | vt/Wnt-3a              | wingless-related MMTV integration site 3A  | 5          |
| Wnt5a              | GEA00012131 | NM_009524.2   | NM_009524.2 | Wnt-5a/8030457G12Rik   | wingless-related MMTV integration site 5A  | 5          |

**Supplementary Table 2:** Sequences of the RT-PCR primers used in this study

| <b>Mouse primers:</b> | <b>Sequences:</b>       |
|-----------------------|-------------------------|
| Acta2-forward         | GTCCCAGACATCAGGGAGTAA   |
| Acta2-reverse         | TCGGATACTTCAGCGTCAGGA   |
| Adam12-forward        | AGACGTGCTGACTGTGCAAC    |
| Adam12-reverse        | CCGTGTGATTTTCGAGTGAGAGA |
| Bmp3-forward          | ACTCCGTGAGACTGAGCCAA    |
| Bmp3-reverse          | CCTGTCATAGAGCCACAGCATA  |
| Bmp7-forward          | ACGGACAGGGCTTCTCCTAC    |
| Bmp7-reverse          | ATGGTGGTATCGAGGGTGGAA   |
| Gapdh-forward         | GCTCACTGGCATGGCCTTCCG   |
| Gapdh-reverse         | GTAGGCCATGAGGTCCACCAC   |
| Myoc-forward          | CTGCTTGGTGTGGGGAATG     |
| Myoc-reverse          | TCCCTTGGGCAGCTAGATTCA   |
| Pdgfra-forward        | GTCGTTGACCTGCAGTGGA     |
| Pdgfra-reverse        | CCAGCATGGTGATACCTTTGT   |
| Runx2-forward         | GACTGTGGTTACCGTCATGGC   |
| Runx2-reverse         | ACTTGGTTTTTCATAACAGCGGA |
| Snail-forward         | TGTGTGGAGTTCACCTTCCAG   |
| Snail-reverse         | AGAGAGTCCCAGATGAGGGT    |
| Tek-forward           | GAGTCAGCTTGCTCCTTTATGG  |
| Tek-reverse           | AGACACAAGAGGTAGGGAATTGA |
| Timp1-forward         | CGAGACCACCTTATACCAGCG   |
| Timp1-reverse         | ATGACTGGGGTGTAGGCGTA    |
| Vcam1-forward         | GCACTCTACTGCGCATCTT     |
| Vcam1-reverse         | CACCAGACTGTACGATCCTTTC  |
| Wnt10b-forward        | GAAGGGTAGTGGTGAGCAAGA   |
| Wnt10b-reverse        | GGTTACAGCCACCCCATTC     |

**Supplementary Table 3:** RNA-seq datasets not generated in this study, used for unsupervised clustering analysis (related to Supplementary Fig. 3d).

| Cell type            | Strain         | Age        | Extraction Protocol | GEO ID     | SRX ID     | Ref.                              |
|----------------------|----------------|------------|---------------------|------------|------------|-----------------------------------|
| Cardiac fibroblasts  | FVB            | 8 weeks    | Total RNA           | GSM1223640 | SRX344338  | 11                                |
| Cardiac fibroblasts  | FVB            | 4 weeks    | Total RNA           | GSM1223641 | SRX344339  | 11                                |
| Lung fibroblasts     | C57BL/6J       | Newborn    | Poly(A)             | GSM521651  | SRX019276  | 12                                |
| Synovial fibroblasts | CBA x C57BL/6J | 11 weeks   | Total RNA           | GSM2500874 | SRX2583619 | 13                                |
| Synovial fibroblasts | CBA x C57BL/6J | 11 weeks   | Total RNA           | GSM2500875 | SRX2583620 | 13                                |
| Synovial fibroblasts | CBA x C57BL/6J | 11 weeks   | Total RNA           | GSM2500876 | SRX2583621 | 13                                |
| Dermal fibroblasts   | FVB/N          | 6-8 weeks  | Poly(A)             | GSM2067698 | SRX1594731 | 14                                |
| Dermal fibroblasts   | FVB/N          | 6-8 weeks  | Poly(A)             | GSM2067699 | SRX1594732 | 14                                |
| Dermal fibroblasts   | FVB/N          | 6-8 weeks  | Poly(A)             | GSM2067700 | SRX1594733 | 14                                |
| Satellite Cells      | C57BL/6        | 8-12 weeks | Total RNA           | -          | SRR7075694 | Iannotti et al., [in preparation] |
| Satellite Cells      | C57BL/6        | 8-12 weeks | Total RNA           | -          | SRR7075695 | Iannotti et al., [in preparation] |
| Satellite Cells      | C57BL/6        | 8-12 weeks | Total RNA           | -          | SRR7075710 | Iannotti et al., [in preparation] |

|                 |         |            |           |   |            |                                   |
|-----------------|---------|------------|-----------|---|------------|-----------------------------------|
| Satellite Cells | C57BL/6 | 8-12 weeks | Total RNA | - | SRR7075711 | Iannotti et al., [in preparation] |
| Satellite Cells | MDX     | 8-12 weeks | Total RNA | - | SRR7075698 | Iannotti et al., [in preparation] |
| Satellite Cells | MDX     | 8-12 weeks | Total RNA | - | SRR7075699 | Iannotti et al., [in preparation] |
| Macrophages     | C57BL/6 | 8-12 weeks | Total RNA | - | SRR7075706 | Iannotti et al., [in preparation] |
| Macrophages     | C57BL/6 | 8-12 weeks | Total RNA | - | SRR7075707 | Iannotti et al., [in preparation] |
| Macrophages     | C57BL/6 | 8-12 weeks | Total RNA | - | SRR7075704 | Iannotti et al., [in preparation] |
| Macrophages     | C57BL/6 | 8-12 weeks | Total RNA | - | SRR7075705 | Iannotti et al., [in preparation] |
| Macrophages     | MDX     | 8-12 weeks | Total RNA | - | SRR7075708 | Iannotti et al., [in preparation] |
| Macrophages     | MDX     | 8-12 weeks | Total RNA | - | SRR7075709 | Iannotti et al., [in preparation] |

## SUPPLEMENTARY REFERENCES

1. Uezumi, A. *et al.* Fibrosis and adipogenesis originate from a common mesenchymal progenitor in skeletal muscle. *Journal of Cell Science* **124**, 3654–3664 (2011).
2. Dulauroy, S. Di Carlo, S. E., Langa, F., Eberl, G. & Peduto, L. Lineage tracing and genetic ablation of ADAM12(+) perivascular cells identify a major source of profibrotic cells during acute tissue injury. *Nat. Med.* **18**, 1262–1270 (2012).
3. Saccone, V. *et al.* HDAC-regulated myomiRs control BAF60 variant exchange and direct the functional phenotype of fibro-adipogenic progenitors in dystrophic muscles. *Genes & Development* **28**, 841–857 (2014).
4. Wosczyzna, M. N., Biswas, A. A., Cogswell, C. A. & Goldhamer, D. J. Multipotent progenitors resident in the skeletal muscle interstitium exhibit robust BMP-dependent osteogenic activity and mediate heterotopic ossification. *Journal of Bone and Mineral Research* **27**, 1004–1017 (2012).
5. Joe, A. W. B. *et al.* Muscle injury activates resident fibro/adipogenic progenitors that facilitate myogenesis. *Nature Cell Biology* **12**, 153–163 (2010).
6. Mozzetta C. *et al.* Fibroadipogenic progenitors mediate the ability of HDAC inhibitors to promote regeneration in dystrophic muscles of young, but not old Mdx mice. *EMBO Molecular Medicine* **5**, 626–639 (2013).
7. Smink J.J. & Leutz A. Instruction of mesenchymal stem cell fate by the transcription factor C/EBP $\beta$ . *Gene* **497**, 10–17 (2012).
8. Uezumi, A. Fukada, S.-I., Yamamoto, N., Takeda, S. & Tsuchida, K. Mesenchymal progenitors distinct from satellite cells contribute to ectopic fat cell formation in skeletal muscle. *Nature Cell Biology* **12**, 143–152 (2010).
9. Mitchell, K. J. *et al.* Identification and characterization of a non-satellite cell muscle resident progenitor during postnatal development. *Nature Cell Biology* **12**, 257–266 (2010).
10. Pann  rec, A., Formicola, L., Besson, V., Marazzi, G. & Sassoon, D. A. Defining skeletal muscle resident progenitors and their cell fate potentials. *Development* **140**, 2879–2891 (2013).
11. Giudice, J. *et al.* Alternative splicing regulates vesicular trafficking genes in cardiomyocytes during postnatal heart development. *Nature Communications* **5**, 3064 (2014).
12. Guttman, M. *et al.* Ab initio reconstruction of cell type-specific transcriptomes in mouse reveals the conserved multi-exonic structure of lincRNAs. *Nature Biotechnology* **28**, 503–510 (2010).
13. Ntougkos, E. *et al.* Genomic Responses of Mouse Synovial Fibroblasts During Tumor Necrosis Factor-Driven Arthritogenesis Greatly Mimic Those in Human Rheumatoid Arthritis. *Arthritis Rheumatol* **69**, 1588–1600 (2017).
14. Ruhland, M. K. *et al.* Stromal senescence establishes an immunosuppressive microenvironment that drives tumorigenesis. *Nature Communications* **7**, 11762 (2016).

# Supplementary material for: Dynamics of cellular states of fibro-adipogenic progenitors during myogenesis and muscular dystrophy
**Source:** Nat Commun. 2018 Sep 10;9:3670. doi: 10.1038/s41467-018-06068-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Raw data and statistics related to supplementary figures.

How the deposited data were processed for this re-analysis (not part of the article)

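Bulk FAPs and Tie2 high, Tie2 low and Vcam1+ subFAPs were isolated from WT muscles, from WT muscles at day 1 and day 3 after notexin injection and from MDX muscles. There are 15 conditions, since Vcam1+ was not sequenced from WT, with 2 biological replicates each and 30 samples. The authors made libraries from total RNA with the NuGEN Ovation SoLo system, trimmed 5 bases, mapped reads with TopHat2 2.1.1 to GRCm38 with at most 1 hit per read, and made the deposited counts with htseq-count of HTSeq 0.5.4p5 on Ensembl release 85. The authors' values are counts, whole numbers without normalization, and FASTQC 0.11.3, RSeQC 2.6.3 and DESeq2 1.12.4 were used for quality and differential expression. The strand option and any removal of duplicate reads are not stated in the paper or its supplementary files.

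Gene symbols, biotypes and positions were taken from GENCODE release M21 on GRCm38, which named 48058 of the 48526 genes in the files. Counts on genes ran from 13480055 to 27196399 per sample, with a median of 19284150, and 58.202% to 69.905% of the reads of a sample were counted on genes. By subpopulation the medians were 17618051.5 in Tie2 low, 20166388 in Tie2 high, 19284150 in Vcam1+ and 21013986 in bulk FAPs. Replicates differed by more than sampling noise, and the median chi-square per degree of freedom was 27.035.

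Differential expression used edgeR 4.0.16 in R 4.3.3 with TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood test. It was fitted to all 15 conditions on 21464 genes, or to the 4 subpopulations on 19228 genes for the comparisons with bulk FAPs irrespective of condition. Comparisons of a subFAP with the mean of the others were fitted to the 18 subFAP samples of injured and MDX muscles. Tie2 high against Tie2 low was fitted to their 16 samples. Both fits had the state as an additive covariate and their own filter on low counts. P-values were adjusted by Benjamini and Hochberg's method, with the paper's threshold of 0.01, and standard errors were taken from the F statistic. Gene sets written by hand before the files arrived were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. Adjusted p-values below 0.05 were taken over 57 set tests, and over a second family of 18 direct contrasts between states, added after the files arrived and before their values were seen. PCA used 500 genes, and silhouette widths were tested with 100000 permutations of single samples, which did not keep replicates together, and a random seed of 20181. Normalized counts are TMM counts scaled to the mean library.

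The genes named in the text follow a rule written before the files arrived. They are every gene the Results text on RNA-seq names, in the contrast its sentence is about, the genes of Supplementary Fig. 3a and, as a summary with extremes, those of Supplementary Fig. 4a. For each subFAP against bulk FAPs they also include the 5 genes with the largest change among those past the threshold and changed the same way in every state. Some of the genes the paper names are left out of the text. The scripts were tested on simulated data with 200 changed genes. For Vcam1+ against bulk FAPs edgeR recovered 85% of them with 2.2989% false, and DESeq2 recovered 88.5%. No differences between states were simulated, so both values can overstate the recovery in that pooled comparison. At 2 samples against 2, edgeR recovered 46.5% with 0% false.

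Alternatives set before the files arrived were DESeq2 1.42.0, RLE normalization, no filter on low counts, a replicate block, counts thinned to the smallest library, only the groups compared, leaving out each replicate, the state as a covariate, no WT samples, only WT-inj d1 samples, other PCA genes and transformation, no bulk samples and DESeq2 size factors. Protein-coding genes only and DESeq2 with the state as a covariate were added after values were seen. Ingenuity Pathway Analysis was not repeated, and gene sets for muscle growth and cell spreading were not written. The single cell qPCR, FACS, histology and macrophage data are not in the files analysed here. The gene *Ctgf* of the heatmap was not matched by symbol.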

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

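The sample WT-inj d3 Tie2 high replicate 2 had 24560497 counts on genes, far from the other 7 Tie2 high samples. Its gap to the next sample was 0.70724 of the range of the 8, above the critical value of 0.526 in Dixon's test. Of 16 tests, of 4 measures in 4 subpopulations, this was the only one flagged, and about 1 in 20 is flagged by chance. Library totals are scaled out before testing, and no biological explanation was tested.

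The response to injury differed between Tie2 high and Tie2 low subFAPs, in a test of the difference itself, for 26 genes at day 1 and 3 genes at day 3. The sessions in which the subFAPs were sorted and the depth of their libraries were not tested as explanations gene by gene. With libraries thinned to the smallest total the numbers were 12 and 5, so depth changes the day 1 count, and without the filter on low counts they were 251 and 250. These numbers cannot be told apart from an effect of the fit. In these comparisons of 2 samples with 2, the genes are best read as a list for a test in other mice.

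Genes that mark leukocytes were higher at day 3 than in WT muscles, 4 of 10 in Tie2 low and 6 of 10 in Tie2 high, in data the paper discusses only for inflammatory genes. The mean log2 fold change of the 10 genes was 5.2469 and 5.8624. Their mean log2 CPM at day 3 was 3.1233 in Tie2 low, 3.0104 in Tie2 high, 1.1916 in Vcam1+ and -0.012607 in bulk FAPs. RNA from leukocytes was predicted, before the values were seen, to raise at least 8 of the 10 in both subFAPs, and its absence to raise at most 2. The smaller of the counts, 4, lies between these limits, so the inflammatory genes at day 3 cannot be told apart from RNA from leukocytes. The rise from WT bulk FAPs was smaller but present in bulk FAPs at day 3, with 2 of 10 genes higher and a mean log2 fold change of 3.3708, and in Vcam1+, with 3 of 10 and 4.3135. The chemotaxis and dendritic cell maturation sets also rose at day 3 in Tie2 low and Tie2 high. RNA from leukocytes is not excluded for those sets either. A dissociation response was tested for *Jun*, and 0 other genes of that response were past the threshold in both subFAPs. *Jun* itself was not past it (adjusted p = 0.0647 in Tie2 low and 0.215 in Tie2 high), and its log2 fold changes of 0.73 and 0.52 lie near the mean of the 10 genes of the response with *Jun* included, 0.65 and 0.60. The count thus leaves the dissociation response open.

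All 10 tendon marker genes tested, 10 of 10, were higher in Tie2 low than in Tie2 high over all states, with a mean log2 fold change of 4.1656. The paper does not discuss these genes. RNA from tendon cells predicts at least 8 of the 10, and this prediction was written only after the result was seen. Library size predicts a drop after thinning, also written after the result was seen, and the ratio of the thinned to the main value was 1.0105. Fold changes are already scaled for library size, so thinning could hardly move this ratio. The difference did remain with every library at the same total. The Tie2 low libraries were also the smaller ones, with a median of 17618051.5 counts against 20166388 in Tie2 high. These values argue against library size for these 10 genes. The pattern is consistent with RNA from tendon cells, and it cannot be told apart from expression of these genes by the Tie2 low cells themselves.

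Endothelial marker genes were higher in Tie2 low than in Tie2 high for 4 of 10 genes, with a mean log2 fold change of 1.6142. They were looked at because the gene for Tie2, *Tek*, is itself expressed in endothelial cells. RNA from endothelial cells was predicted, before the values were seen, to raise at least 8 of 10 in Tie2 high. The number found was 0, which speaks against RNA from endothelial cells as the source of *Tek* in Tie2 high. No explanation for the opposite direction was tested.

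Small structural RNA genes took up to 44.187% of the counts of a sample, from a low of 16.382% and with a median of 25.58% over 30 samples. In 3 of the 15 pairs of replicates the shares differed by more than 1.5 times. Recovery of small RNA in the library preparation predicts closer replicates on protein-coding genes, written only after the result was seen. There the median chi-square per degree of freedom between replicates was 15.443 in place of 27.035, a ratio of 0.57121. Taking out genes whose shares differ between replicates tends to bring replicates closer whatever the cause. The ratio therefore cannot decide whether recovery of small RNA in the library preparation is the cause, and no biological explanation was tested.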

How the results depend on the processing

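Which results to compute, which settings to use and which alternatives to try were written down before the processed files arrived. Exceptions are named where they occur, and the 18 direct comparisons of gene sets between states were added after the files arrived and before their values were seen. Of 111 headline results, 61 were unchanged under every alternative run on them, which means the same direction and side of the threshold for a test and a number within 1.5 times for a count of genes. Not every alternative was run on every result. With DESeq2 in place of edgeR 12 headline results moved and 17 stayed the same, and the others were not run with it. The size of an unchanged value can still move, as for the silhouette width by subpopulation, which ran from 0.04969 with all genes past the filter to 0.4994 without the bulk samples. The unchanged results were 57 of the 75 gene set results, 3 of the 23 counts of genes and 1 of the 2 silhouette widths. Of 180 results for single genes, 100 were unchanged. Counts of genes past a threshold moved most. Depth and replicate number limit them too, and with 2 samples against 2, 46.5% of the changed genes were recovered in simulated counts.

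DESeq2 in place of edgeR estimates the spread between replicates differently and passes more genes. Against bulk FAPs over all conditions it gave 783 genes in Tie2 high (489 before), 1432 genes in Vcam1+ (769 before) and 2 genes in Tie2 low (1 before). Against WT bulk FAPs it gave 938 genes in MDX bulk (478 before), 497 genes in MDX Tie2 low (251 before), 1046 genes in MDX Tie2 high (622 before) and 153 genes in WT Tie2 low (65 before). It also gave 549 genes in WT Tie2 high (262 before). Between states it gave 1485 genes in Vcam1+ MDX against WT-inj d3 (905 before). For genes whose response differed between Tie2 high and Tie2 low it gave 116 at WT-inj d1 (26 before), 78 at WT-inj d3 (3 before) and 3 at MDX (0 before). For the log2 fold change of single genes it gave -0.044307 for *Smad2* in WT-inj d1 Tie2 low against WT Tie2 low (reversed from 0.067351) and -0.060465 for *Tgfb1* in MDX Vcam1+ against MDX Tie2 low (reversed from 0.02382).

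Removing the filter on low counts adds genes with few counts to the fit, which changes the spread shared between genes. In the comparison with WT bulk FAPs it gave 1136 genes in MDX bulk (478 before), 716 genes in MDX Tie2 low (251 before), 1255 genes in MDX Tie2 high (622 before) and 468 genes in WT Tie2 low (65 before). It also gave 909 genes in WT Tie2 high (262 before). Among states it gave 1500 genes in Vcam1+ MDX against WT-inj d3 (905 before). Among genes with a different response in Tie2 high and Tie2 low it gave 251 at WT-inj d1 (26 before), 250 at WT-inj d3 (3 before) and 87 at MDX (0 before). Among gene sets it gave 0.022431 for cell cycle in Tie2 high against bulk (reversed from -0.012371) and -0.038907 for dendritic cell maturation in WT-inj d1 Tie2 high against WT bulk (reversed from 0.016464). Among single genes it gave -0.019078 for *Tgfb1* in MDX Vcam1+ against WT-inj d3 Vcam1+ (reversed from 0.0014801).

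Fitting only the groups compared takes the spread from those samples alone. Against bulk FAPs over all conditions it gave 318 genes in Tie2 high (489 before) and 336 genes in Vcam1+ (769 before). Against WT bulk FAPs it gave 2335 genes in WT-inj d1 Tie2 high (4672 before), 416 genes in WT-inj d3 bulk (2610 before), 477 genes in WT-inj d3 Tie2 low (1810 before) and 892 genes in WT-inj d3 Tie2 high (2683 before). It also gave 17 genes in MDX bulk (478 before), 341 genes in MDX Tie2 high (622 before), 0 genes in WT Tie2 low (65 before) and 2 genes in WT Tie2 high (262 before). Between states it gave 2298 genes in Vcam1+ WT-inj d3 against WT-inj d1 (1466 before) and 3919 genes in Vcam1+ MDX against WT-inj d1 (2244 before). With so few samples the spread of each comparison comes from those replicates only, and a count here is larger or smaller as they lie close or far.

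Adding the state as a covariate removes the differences between states from the spread. In the comparison with bulk FAPs it gave 1761 genes in Tie2 high (489 before), 2697 genes in Vcam1+ (769 before) and 66 genes in Tie2 low (1 before). DESeq2 with that covariate was added after the values were seen. Against bulk FAPs over all conditions it gave 2282 genes in Tie2 high (489 before), 3551 genes in Vcam1+ (769 before) and 216 genes in Tie2 low (1 before). Without the WT samples every subpopulation has the same mix of states. In the comparison with bulk FAPs it gave 355 genes in Vcam1+ (769 before) and 0 genes in Tie2 low (1 before). Among gene sets it gave 0.508 for chemotaxis in Vcam1+ against bulk (0.920 before, no longer past the threshold). Taking only the WT-inj d1 samples leaves 2 samples per group. Against bulk FAPs over all conditions it gave 247 genes in Vcam1+ (769 before) and 57 genes in Tie2 low (1 before).

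RLE normalization shifts all log2 fold changes of a comparison together, and only values near 0 or near the threshold changed. Among gene sets it gave 0.013662 for cell cycle in Tie2 high against bulk (reversed from -0.012371), -0.011601 for dendritic cell maturation in WT-inj d1 bulk against WT bulk (reversed from 0.041616), -0.054485 for dendritic cell maturation in WT-inj d1 Tie2 high against WT bulk (reversed from 0.016464) and 0.333 for apoptosis in WT-inj d3 Tie2 high against WT bulk (0.397 before, no longer past the threshold). Among single genes it gave -0.048325 for *Smad2* in WT-inj d1 Tie2 low against WT Tie2 low (reversed from 0.067351) and -0.060451 for *Tgfb1* in MDX Vcam1+ against MDX Tie2 low (reversed from 0.02382).

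Thinning every library to 13480055 counts removes differences in depth and adds sampling noise. For genes whose response differed between Tie2 high and Tie2 low it gave 12 at WT-inj d1 (26 before) and 5 at WT-inj d3 (3 before). For the mean log2 fold change of gene sets it gave 0.031699 for cell cycle in Tie2 high against bulk (reversed from -0.012371), 0.245 for apoptosis in WT-inj d3 bulk against WT bulk (0.298 before, no longer past the threshold), 0.330 for apoptosis in WT-inj d3 Tie2 high against WT bulk (0.397 before, no longer past the threshold) and 0.698 for vasculature in WT-inj d3 Tie2 high against WT bulk (0.783 before, no longer past the threshold). It also gave 0.392 for dendritic cell maturation in WT-inj d3 bulk against WT-inj d1 bulk (0.474 before, no longer past the threshold) and -0.133 for apoptosis in MDX bulk against WT-inj d3 bulk (-0.214 before, no longer past the threshold). For the log2 fold change of single genes it gave -0.04963 for *Tgfb1* in MDX Vcam1+ against MDX Tie2 low (reversed from 0.02382).

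Keeping protein-coding genes only was added after the counts of small structural RNA genes were seen to differ between replicates, and it takes those genes out of the library totals. Among genes with a different response in Tie2 high and Tie2 low it gave 58 at WT-inj d1 (26 before), 26 at WT-inj d3 (3 before) and 1 at MDX (0 before). Among gene sets it gave 0.02516 for cell cycle in Tie2 high against bulk (reversed from -0.012371), 0.0031188 for dendritic cell maturation in WT-inj d1 Tie2 low against WT bulk (reversed from -0.028666), 0.049872 for dendritic cell maturation in WT-inj d1 Vcam1+ against WT bulk (reversed from -0.017239) and 0.268 for apoptosis in WT-inj d1 Tie2 high against WT bulk (0.220 before, now past the threshold). It also gave 0.434 for dendritic cell maturation in WT-inj d3 bulk against WT-inj d1 bulk (0.474 before, no longer past the threshold), 0.785 for dendritic cell maturation in WT-inj d3 Vcam1+ against WT-inj d1 Vcam1+ (0.834 before, no longer past the threshold) and -0.180 for apoptosis in MDX bulk against WT-inj d3 bulk (-0.214 before, no longer past the threshold). Among single genes it gave 0.018237 for *Eng* in WT-inj d1 Tie2 low against WT Tie2 low (reversed from -0.0076829) and -0.012325 for *Tgfb1* in MDX Vcam1+ against WT-inj d3 Vcam1+ (reversed from 0.0014801).

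The variance stabilizing transformation of DESeq2 compresses differences at low counts. In the PCA it gave 47.06 for the PC1 variance share (40.38 before). For the mean distance from bulk FAPs it gave 29.679 for bulk to Tie2 high (48.846 before), 34.276 for bulk to Vcam1+ (50.686 before) and 20.911 for bulk to Tie2 low (38.992 before). Using all genes past the filter brings in genes with little variance. For the PCA it gave 27.136 for the PC1 variance share (40.38 before) and 13.136 for the PC2 variance share (21.2 before). As distance from bulk FAPs it gave 154.13 for bulk to Tie2 high (48.846 before), 153.43 for bulk to Vcam1+ (50.686 before) and 144.11 for bulk to Tie2 low (38.992 before). Dropping the bulk samples changes which genes vary most. In the PCA it gave -0.0391 for the silhouette by state on PC1 and PC2 (reversed from 0.03244).

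A replicate block in the fit changed no headline result, with 457 genes for Tie2 high and 700 for Vcam1+ against bulk FAPs. Among single genes 5 results became weaker with it and 1 stronger. Outside day 1, bulk FAPs and subFAPs carry different sort code letters, so the block cannot address the session of the sort in those comparisons. The pairing is taken from the replicate numbers in the labels, and samples with the same number had a mean correlation of 0.0014528 over 105 pairs of conditions. In the 30 pairs that also share sort code letters it was 0.023461, and in the other 75 it was -0.0073504.

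Leaving out 1 replicate at a time leaves a single sample in a group of 2. The genes against WT bulk FAPs then ranged over 2723 to 3252 for WT-inj d1 bulk, 1672 to 2277 for WT-inj d1 Tie2 low, 2871 to 3872 for WT-inj d1 Tie2 high, 3644 to 4395 for WT-inj d1 Vcam1+, 1283 to 3173 for WT-inj d3 bulk, 629 to 1204 for WT-inj d3 Tie2 low and 1351 to 2008 for WT-inj d3 Tie2 high across the 4 fits each. In the others they ranged over 4115 to 4920 for WT-inj d3 Vcam1+, 100 to 389 for MDX bulk, 75 to 268 for MDX Tie2 low, 155 to 356 for MDX Tie2 high, 2172 to 2790 for MDX Vcam1+, 5 to 67 for WT Tie2 low and 34 to 222 for WT Tie2 high. Between states within Vcam1+ the ranges were 520 to 625 for WT-inj d3 against WT-inj d1, 289 to 629 for MDX against WT-inj d3 and 964 to 1328 for MDX against WT-inj d1. Genes found in a subFAP and not in bulk FAPs ranged over 1785 to 3891 for WT-inj d1, 2958 to 5968 for WT-inj d3 and 2110 to 3645 for MDX across 10 fits each. Genes whose response differed between Tie2 high and Tie2 low ranged over 2 to 52 for WT-inj d1 and 0 to 16 for WT-inj d3 across 8 fits each.

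The gene sets that changed ranged over 0.826 to 0.994 for vasculature in WT-inj d3 Tie2 low against WT bulk, 0.327 to 0.468 for apoptosis in WT-inj d3 Tie2 high against WT bulk, 0.590 to 0.982 for vasculature in WT-inj d3 Tie2 high against WT bulk, 0.731 to 0.913 for dendritic cell maturation in WT-inj d3 Vcam1+ against WT-inj d1 Vcam1+, 0.204 to 0.343 for apoptosis in WT-inj d3 bulk against WT bulk, -0.253 to -0.149 for apoptosis in MDX bulk against WT-inj d3 bulk and -0.059865 to 0.071959 for dendritic cell maturation in WT-inj d1 Tie2 high against WT bulk. The remaining sets ranged over -0.110 to 0.063406 for dendritic cell maturation in WT-inj d1 Vcam1+ against WT bulk, -0.100 to 0.026723 for dendritic cell maturation in WT-inj d1 Tie2 low against WT bulk, 0.195 to 0.337 for apoptosis in WT-inj d1 Vcam1+ against WT bulk, -0.316 to -0.211 for apoptosis in MDX Tie2 high against WT-inj d3 Tie2 high, -0.017724 to 0.146 for dendritic cell maturation in MDX bulk against WT bulk, -0.032303 to 0.095241 for dendritic cell maturation in WT-inj d1 bulk against WT bulk and -0.024508 to 0.109 for apoptosis in MDX Tie2 low against WT bulk. Single genes that reversed ranged over -0.080395 to 0.161 for *Smad2* in WT-inj d1 Tie2 low against WT Tie2 low, -0.520 to 0.127 for *Itgb8* in WT-inj d1 Tie2 low against WT Tie2 low, -0.146 to 0.120 for *Eng* in WT-inj d1 Tie2 low against WT Tie2 low, -0.049359 to 0.636 for *Snai1* in WT-inj d3 Vcam1+ against WT-inj d1 Vcam1+, -0.306 to 0.129 for *Eng* in MDX Vcam1+ against WT-inj d1 Vcam1+, -0.478 to 0.202 for *Snai1* in MDX Vcam1+ against WT-inj d1 Vcam1+, -0.118 to 0.156 for *Tgfb1* in MDX Vcam1+ against MDX Tie2 low and -0.143 to 0.131 for *Tgfb1* in MDX Vcam1+ against WT-inj d3 Vcam1+.

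The other changes were in single genes. Over all alternatives, 98 rows became weaker, 61 stronger, 4 moved and 19 reversed, while 1329 stayed the same. Leaving out a replicate accounts for 76 of the weaker rows, 3 of the stronger and 11 of the reversed. No alternative set before the files arrived was left out.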

Differences from the paper's values

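For a count of genes, a gap is called closed here when the larger number is at most 1.5 times the smaller. In Tie2 high, 489 genes differed from bulk FAPs over all conditions, where the paper shows about 1200 in Supplementary Fig. 3b, read by eye. Of the alternatives set before the files arrived, only the state as a covariate closed the gap in this sense, with 1761 genes. DESeq2's 783 genes lie nearer to the paper's number and stay outside that limit. In Vcam1+ the number was 769, where the paper shows about 2500 in Supplementary Fig. 3b, read by eye. The state as a covariate closed this gap with 2697 genes, and DESeq2 with the state as a covariate, chosen after seeing the values, also came within 1.5 times, with 3551 genes. In Tie2 low 1 gene differed, where the paper shows about 26 in Supplementary Fig. 3b, read by eye, and no alternative closed the gap, with 66 genes for the state as a covariate and 57 for WT-inj d1 samples alone. The other alternatives closed none of these gaps.

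Against WT bulk FAPs, 478 genes differed in MDX bulk FAPs, where the paper shows about 930 in Supplementary Fig. 3c, read by eye. The number was 251 in MDX Tie2 low, where the paper shows about 490 in Supplementary Fig. 3c, read by eye, and 622 in MDX Tie2 high, where the paper shows about 1000 in Supplementary Fig. 3c, read by eye. DESeq2 closed all 3 gaps, with 938, 497 and 1046 genes, and so did leaving out the filter on low counts, with 1136, 716 and 1255. Keeping protein-coding genes only, chosen after seeing the values, closed the gaps for MDX Tie2 low with 339 and for MDX Tie2 high with 727. The other alternatives did not.

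The next values are normalized counts. DESeq2's size factors were the alternative set before the files arrived, and they closed none of the gaps. The ratio of the paper's value to the value here was nearly constant within a condition. It ran from 1.89 to 1.92 in WT-inj d3 Vcam1+, from 1.91 to 2.03 in WT Tie2 high and from 2.73 to 2.94 in MDX Vcam1+. In WT Tie2 low it was 0.96 to 0.97 for 2 genes, so no gap was found there. The gaps thus follow the condition more than the gene, and no cause was tested. In WT-inj d3 Vcam1+ samples the normalized counts were 6263 for *Vcam1*, where the paper shows about 12000 in Supplementary Fig. 3a, read by eye, and 46997 for *Lox*, where the paper shows about 90000 in Supplementary Fig. 3a, read by eye. There they were also 20135 for *Timp1*, where the paper shows about 38000 in Supplementary Fig. 3a, read by eye, and 2001 for *Acta2*, where the paper shows about 3800 in Supplementary Fig. 3a, read by eye. With DESeq2 size factors the WT-inj d3 Vcam1+ values became 5960 for *Vcam1*, 44736 for *Lox*, 19161 for *Timp1*, 1905 for *Acta2*. In MDX Vcam1+ samples the normalized counts were 3418 for *Vcam1*, where the paper shows about 9900 in Supplementary Fig. 3a, read by eye, and 17872 for *Pdgfra*, where the paper shows about 52000 in Supplementary Fig. 3a, read by eye. There they were also 3023 for *Timp1*, where the paper shows about 8500 in Supplementary Fig. 3a, read by eye, and 8845 for *Adam12*, where the paper shows about 26000 in Supplementary Fig. 3a, read by eye. There they were also 1868 for *Acta2*, where the paper shows about 5100 in Supplementary Fig. 3a, read by eye, and 1519 for *Runx2*, where the paper shows about 4400 in Supplementary Fig. 3a, read by eye. With DESeq2 size factors the MDX Vcam1+ values became 3256 for *Vcam1*, 17027 for *Pdgfra*, 2879 for *Timp1*, 8426 for *Adam12*, 1779 for *Acta2*, 1446 for *Runx2*. In WT Tie2 high samples the normalized counts were 7074 for *Tek*, where the paper shows about 14000 in Supplementary Fig. 3a, read by eye, and 524 for *Bmp7*, where the paper shows about 1000 in Supplementary Fig. 3a, read by eye. There they were also 93782 for *Igfbp5*, where the paper shows about 190000 in Supplementary Fig. 3a, read by eye. With DESeq2 size factors the WT Tie2 high values became 6968 for *Tek*, 516 for *Bmp7*, 92444 for *Igfbp5*. In MDX Tie2 high samples the normalized counts were 6072 for *Tek*, where the paper shows about 12000 in Supplementary Fig. 3a, read by eye. With DESeq2 size factors the MDX Tie2 high value became 5840. In WT-inj d3 Tie2 high samples the normalized counts were 3554 for *Tek*, where the paper shows about 6800 in Supplementary Fig. 3a, read by eye, and 20763 for *Ly6a*, where the paper shows about 40000 in Supplementary Fig. 3a, read by eye. With DESeq2 size factors the WT-inj d3 Tie2 high values became 3397 for *Tek*, 19867 for *Ly6a*. In WT-inj d3 Tie2 low samples the normalized counts were 54901 for *Lox*, where the paper shows about 110000 in Supplementary Fig. 3a, read by eye. With DESeq2 size factors the WT-inj d3 Tie2 low value became 54335.

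Some directions and rankings also differ from those in the paper. The paper predicts low proliferation and more focal adhesion in Tie2 high. Here the mean log2 fold change of the cell cycle genes against bulk FAPs was -0.012 and that of the focal adhesion genes -0.15. The lowest cell cycle value was that of Tie2 low, at -0.72 (adjusted p = 3.4e-10, camera), though 33 of 100 splits gave as large a mean. It assigns chemotaxis to Tie2 low over all conditions, and here the largest value was that of Vcam1+, at 0.92 against 0.36 in Tie2 low. Without the WT samples the values were 0.51 in Vcam1+ and 0.52 in Tie2 low, with Tie2 low first as in the paper, and with the state as a covariate 0.40 and 0.36. It describes dendritic cell maturation as opposite at day 1 and day 3, and at day 1 the values lay between -0.029 and 0.042. It describes more apoptosis signaling in Vcam1+ at day 3, where the adjusted p was 0.123.

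Among single genes, the paper names *Lox*, *Col1a1* and *Col3a1* as elevated in Vcam1+, and their log2 fold changes were 0.39, 0.19 and -0.31, none past the threshold in the main fit. Without the filter on low counts *Lox* passed it (adjusted p = 0.00205). It names *Tgif1*, *Myc*, *Cebpb*, *Smad7*, *Smad2*, *Itgb8* and *Eng* among the genes that decline from day 1 to day 3, and in the main fit none of these was past the threshold. Without the filter on low counts *Myc*, *Cebpb* and *Itgb8* passed it (adjusted p = 2.1e-05, 9.8e-07 and 0.00886), and *Cebpb* did without WT-inj d3 Vcam1+ replicate 1. It has *Itgb1* and *Snai1* rising at day 3, at 0.45 and 0.24 here, where *Itgb1* was past the threshold with DESeq2 (adjusted p = 5.2e-05) and RLE normalization (adjusted p = 0.00828) and not in the main fit. It has *Mmp13* present at day 1 in Vcam1+ and not in Tie2 low, where the adjusted p was 0.0102 in the main fit. *Mmp13* was past the threshold there with DESeq2 (adjusted p = 0.0046), a replicate block (adjusted p = 0.00689), thinned libraries (adjusted p = 0.00431), no filter on low counts (adjusted p = 1.3e-14) and protein-coding genes only, chosen after seeing the values (adjusted p = 0.00267). It gives *Col1a1*, *Col1a2*, *Tgfb1* and *Tgfb3* to Vcam1+ and, moderately, to Tie2 low of *mdx* muscles. Against MDX Tie2 low none was past the threshold. Against MDX Tie2 high *Col1a1*, *Col1a2* and *Tgfb3* were higher in Vcam1+, by 1.19, 0.83 and 0.75, and *Tgfb1* was not past it. It has *Lox* absent there. *Lox* was lower in MDX than at day 3, at -0.79 (adjusted p = 0.0089, near the threshold), and higher than at day 1, by 0.74. Leaving out 1 replicate at a time moved the day 1 difference between 0.56 and 0.97. It describes 6 inflammatory genes as selective for Tie2 low and Tie2 high at day 3, and against Vcam1+ none was past the threshold in the main fit. *Jun* in Tie2 low passed it with DESeq2 (adjusted p = 8.3e-04), with no filter on low counts (adjusted p = 5.3e-07), with thinned libraries (adjusted p = 0.00792), without WT-inj d3 Tie2 low replicate 2 and with protein-coding genes only, chosen after seeing the values (adjusted p = 0.00401). In Tie2 high *Jun* did without the filter (adjusted p = 0.00835) and *Cxcr4* with DESeq2 (adjusted p = 0.00944).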

Other observations

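The counts of genes in the 6 comparisons with at least 6 samples per group were set against 100 splits of the same samples each, the real one included. In each, 1 split gave as many genes as the real one, which is the real split itself. This holds for Tie2 high, Vcam1+ and Tie2 low against bulk FAPs, with 489, 769 and 1 genes, for the comparisons of Vcam1+ and of Tie2 high with the other subFAPs, and for Tie2 high against Tie2 low. The largest number in any other split against bulk FAPs was 0.

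For the gene sets against bulk FAPs the same count of splits was added after the camera p-values were seen, and it does not rank the sets as camera does. As large a mean log2 fold change of the cell cycle genes came from 97 of 100 splits for Tie2 high, 5 for Vcam1+ and 33 for Tie2 low. For focal adhesion the numbers were 19, 2 and 20 splits, and for chemotaxis 89, 21 and 56 splits, in the same order. For the cell cycle genes of Vcam1+ and Tie2 low and the chemotaxis genes of Vcam1+ the splits are less favourable than camera, whose p-values rest on the correlation between genes it assumes. For the focal adhesion genes of Vcam1+ they are more favourable than camera's adjusted p of 0.162. Splits that shuffle labels within each state, with the state as a covariate, were added later still. They gave 1 of 100 for the cell cycle genes in Vcam1+, where the mean log2 fold change was 1.2921, and 11 in Tie2 low. For the focal adhesion genes in Vcam1+ they gave 3 of 100.

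More genes differed from bulk FAPs in Vcam1+ than in the other subFAPs. No WT Vcam1+ samples, so the condition mix differs from bulk, was 1 explanation, with its prediction written before the files arrived. Without the WT samples the count was 0.46164 of the main one, as that explanation predicts, and fewer samples lower a count too. With the state as a covariate the count was 2697 in Vcam1+, 1761 in Tie2 high and 66 in Tie2 low, with Vcam1+ first. Without the WT samples Tie2 high came first, with 435 genes and 355 in Vcam1+, and so it did with WT-inj d1 samples alone, with 669 and 247. The size of the Vcam1+ count and its first place thus depend on how the mix of states is handled.

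Few genes differed between Tie2 low and bulk FAPs. If bulk FAPs sorted in other sessions hid differences, Tie2 low and bulk FAPs should be closest at day 1, where they share sort code letters. The distance there was 31.497, smaller than in each of the other 3 states, as predicted before the files arrived. Bulk FAPs were also closest at day 1 to Vcam1+, at 40.893, and between their own replicates, at 19.215, which carry different letters. To Tie2 high they were not, at 46.358 against 42.906 in WT. The shorter distance is thus not specific to Tie2 low or to shared letters. The test cannot decide, and the session of the sort cannot be excluded. A fit of each bulk profile as a mix of the subFAPs gave Tie2 low a weight of 64.083% in WT, 28.955% at day 1, 53.027% at day 3 and 53.308% in MDX. At day 1 the largest weight was that of Vcam1+, at 42.548%. The paper's own FACS data put Vcam1+ at 60.4% at day 3 and Tie2 low at 38.925% in MDX. The explanation that bulk holds mostly Tie2 low cells needed the same first subFAP in both of these states, and found it in 1 of 2. In WT, outside that test, Tie2 low was first by weight and by FACS, at 67.675%, though no Vcam1+ profile entered that fit. Together this leaves the explanation open.

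Genes higher or lower in bulk FAPs than in every subFAP of the same state numbered 4 at day 3, 12 in MDX and 0 at day 1. Sort session or cells outside the 3 gates predicts, as written before the files arrived, more such genes at day 3 than at day 1. The 4 genes at day 3 leave both of these as open explanations.

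The high cell cycle genes of Vcam1+ were tested against library size, with the prediction written before. Thinning all libraries left the mean log2 fold change at 1.0003 of its value. That value is already scaled for library size, so thinning could hardly move it. It did remain with every library at the same total, with 54 of 54 genes higher in the main fit. Median counts were 19284150 in Vcam1+ and 21013986 in bulk FAPs. These values argue against library size for this gene set. The mix of states remains, as without the WT samples the value was 1.2004.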
